# Dynamics of Transcription Factors in Three Early Phases of Osteogenic, Adipogenic, and Chondrogenic Differentiation Determining the Fate of Bone Marrow Mesenchymal Stem Cells in Rats

**DOI:** 10.3389/fcell.2021.768316

**Published:** 2021-10-26

**Authors:** Qingyu Zhang, Jun Dong, Peng Zhang, Dongsheng Zhou, Fanxiao Liu

**Keywords:** bone marrow mesenchymal stem cells (BMSCs), high-throughput sequencing, osteogenic differentiation, chondrogenic differentiation, transcription factors, adipogenic differentiation

## Abstract

The imbalance of osteogenic, adipogenic, and chondrogenic differentiation in bone marrow mesenchymal stem cells (BMSCs) occurred in multiple age-related degenerative diseases such as osteoporosis and osteoarthritis. In order to improve our understanding and control of multi-directional differentiation of BMSCs in rats, using high-throughput sequencing, we identified key gene regulatory events in the early stages of lineage commitment. Data analysis revealed two transcription factors (TFs, Tsc22d3, and Epas1) with elevated expression throughout the initiation of differentiation (3 h), lineage acquisition (12 h), and early lineage progression (72 h) of three-directional differentiation. For osteogenic differentiation, 792, 1,042, and 638 differentially expressed genes including 48, 59, and 34 TFs were identified at three time points, respectively. Moreover, the functional analysis demonstrated that 4, 12, and 5 TFs were only differentially expressed during osteogenic differentiation at 3, 12, and 72 h, respectively, and not during other two-directional differentiation. Hopx showed enhanced expression throughout three early phases during the osteogenic differentiation but no significant change in other two-directional differentiation. A similar pattern of Gbx2 expression occurred in chondrogenic differentiation. Thus, Hopx and other early responder TFs may control the osteogenic cell fate of BMSCs and participate in the development of osteoporosis. Gbx2 and other early responder TFs should be considered in mechanistic models that clarify cartilage-anabolic changes in the clinical progression of osteoarthritis.

## Introduction

Bone mesenchymal stem/stromal cells (BMSCs) have the potentials of differentiating into several mesodermal derivatives, in particular osteogenic (osteogenic progenitors, osteocytes, osteoblasts, and bone lining cells), adipogenic and chondrogenic cells in the existence of physiological demands or pathological changes (Arthur and Gronthos, 2020; Jiang et al., 2021). Systematic cell-based therapy by administration of *in vivo* expanded BMSCs could serve as an excellent alternative for bone regeneration and tissue engineering (Arthur and Gronthos, 2020; Robert et al., 2020; Jiang et al., 2021), but it is not yet a standard clinical practice due to donor variation among patients and unpredictable direction for cell differentiation (Crapnell et al., 2013; O’Connor, 2019).

The adipogenesis and osteogenesis of BMSCs are competing and reciprocal, keeping homeostasis within the bone. The primary role of BMSCs-derived osteoblasts is to produce and secrete osteoid and mineralizing factors to remodel bone according to the metabolic and structural needs of the body (Yu and Wang, 2016). During aging and the development of bone remodeling disorders such as osteoporosis and osteonecrosis, the normal balance between osteogenic and adipogenic cell populations can shift toward the latter and result in increased formation of marrow fat (Zhang et al., 2018; Pittenger et al., 2019; Robert et al., 2020; Saeedi et al., 2021). Hyaline cartilage is responsible for bone formation in the embryo and can be found in the articular surface of the bones of adults (Carballo et al., 2017). Until now, the *in vitro* differentiation process is unable to produce cartilage similar to articular cartilage formed under normal physiological conditions (Huynh et al., 2019). Further understanding the mechanism for the three-directional differentiation of BMSCs is imperative.

The differentiation of BMSCs is a two-step process, lineage commitment (from MSCs to lineage-specific progenitors) and maturation (from progenitors to specific cell types) (Robert et al., 2020). The lineage commitment of MSCs to adipocytes, osteoblasts and chondrocytes share a common precursor (Chen et al., 2016; Yianni and Sharpe, 2020), and intensive studies in recent decades have demonstrated that a number of signaling pathways and transcription factors (TFs) are critical for this process (van de Peppel et al., 2017). RUNX2, SP7/Osterix, and SOX9 are among the leading TFs involved in the differentiation of MSCs into osteoblasts or chondrocytes, while PPARγ and cyclic AMP response element-binding protein (CREB) are required for adipogenic differentiation (Chen et al., 2016; Pittenger et al., 2019; Robert et al., 2020). Overexpression of RUNX2 in non-osteoblastic cells and adipose-tissue-derived MSCs elevates the level of osteoblastic markers, promotes mineralization and inhibits lineage commitment to adipocytes, indicating that a single TF is important for bone development and osteoblast differentiation (Robert et al., 2020). During adipogenesis, the production of cyclic AMP is augmented, resulting in phosphorylation of CREB and an increased expression of CEBPβ (Merrett et al., 2020). CEBPβ, together with the other two CEBP family members (CEBPα and CEBPδ), was reported to be implicated in adipogenic differentiation (Chen et al., 2016; Hu et al., 2018; Robert et al., 2020).

Although the enriched biological processes and TFs are mostly identical between these lineages within the first 4 days after induction (van de Peppel et al., 2017; Fang et al., 2020), the early stages of lineage commitment of human BMSCs could be further divided into three distinct phases with own mRNA dynamics: initiation of differentiation (0–3 h, phase I), lineage acquisition (6–24 h, phase II), and early lineage progression (48–96 h, phase III) (van de Peppel et al., 2017). Downstream analyses of four TFs (TP53, FOSl1, ESR1, and HOXA9) identified during the first phase of osteogenic differentiation are capable of regulating more than 50% of the differentially expressed genes (DEGs) in the second and third phases. However, the expression of TFs in chondrogenic differentiation during this stage was not systematically investigated. Meanwhile, this study used human BMSCs, while key TFs playing critical roles in lineage commitment of rat BMSCs were not considered.

BMSCs from 4 different species (human, pig, rat, guinea pig) fail to elicit a proliferative response from allogeneic lymphocytes and therefore can function across the species barrier (Li et al., 2012). Given the unique immunologic properties of rat BMSC, BMSC from rats is an attractive option for xenografts. In the current study, *in vivo* differentiation of rat BMSCs from a two-dimensional culture system was applied, and by using high-throughput transcriptome sequencing technique and multiple bioinformatics methods, we systematically investigated genes, especially TFs being regulated upon lineage commitment of rat BMSCs into adipocytes, chondrocytes, and osteocytes. One of our key findings was the characterization of genes and regulatory programs controlling the early stages of lineage commitment of rat BMSCs. Progress in this area will be of great value to understand age- and pathology-related fractures and metabolic syndromes, and to guide a better application of BMSCs in tissue engineering and regenerative medicine.

## Materials and Methods

### Cell Isolation and Induced Differentiation

This study was approved by the Animal Ethics Committee of Shandong Provincial Hospital affiliated to Shandong First Medical University. BMSCs were collected from femurs and tibia of 3 female Sprague Dawley (SD) rats (3 weeks old) by washing the marrow cavity using high glucose Dulbecco’s Modified Eagle Medium (DMEM) (Gibco, Rockville, MD, United States) until bones appear white. Obtained cell clumps were dispersed to cell suspension by using 21-gauge needles. The cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS) in an incubator of 5% CO_2_ and 95% humidity at 37°C. BMSCs at passage 2 were seeded in 12-well cell culture plates and after 2 days, cells were induced to differentiate into osteoblasts using mesenchymal stem cell osteogenic differentiation medium (Promocell, Germany, C-28013), or to adipocytes using mesenchymal stem cell adipogenic differentiation medium (Promocell, Germany, C-28016), or to chondrocytes using mesenchymal stem cell chondrogenic differentiation medium (Promocell, C-28012). Differentiation media were replaced every 3–4 day.

### Protein Concentration Assay and Bone Marrow Mesenchymal Stem Cells Staining

Protein concentration assay, Elisa assay, alizarin red staining, Oil Red O staining and Alcian blue staining were performed as previously described (Bruedigam et al., 2011; Gari et al., 2016).

### RNA Isolation

To obtain enough RNA for the gene expression profiling analyses, we pooled three individual cultures in TRIzol (Life Technologies), resulting in a total of three experimental samples per time point (3 time points, namely, 3, 12, and 72 h) per lineage (osteogenic, adipogenic, or chondrogenic) to be used for gene expression profiling analyses. Plus, the control samples, there were a total of 30 samples. RNA was isolated as previously described (Bruedigam et al., 2011).

### High-Throughput Sequencing

The quality of RNA was analyzed using NanoDrop^TM^ One (Thermo Fisher Scientific, United States). An mRNA library was constructed by NEBNext^®^ Ultra^TM^ II mRNA Library Prep Kit for Illumina^®^ (NEB, United States). Qubit^TM^ dsDNA HS Assay Kit (Invitrogen, United States), D1000 Screen Tape (Agilent, United States), and KAPA Library Quant kit (illumine, United States) universal qPCR Mix were used to assess the quality and yield of the constructed library. Finally, the mRNA was sequenced by NovaSeq 6000 (Illumina, United States).

### Sequencing Result Analysis

After standardization and quality control of the sequencing data, the differential expression of mRNA was analyzed. | log2fold change (FC)| in mRNA expression ≥ 1 with an adjusted *p*-value < 0.05 was used as the threshold for determining gene upregulation or downregulation. Differentially expressed TFs were identified by using the AnimalTFDB 3.0 database.^1^ Gene Ontology (GO) enrichment^2^ and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment^3^ analysis was utilized to determine the biological function of the differentially expressed TFs and investigate its possible involvement in the lineage-commitment of rat BMSCs. The protein-protein interaction (PPI) network of identified genes was predicted using the multiple protein online tool in STRING database (Liu et al., 2021), a search tool for the Retrieval of Interacting Genes database (version 11.0b)^4^ and visualized in Cytoscape software (Version 3.6.2). Relationships between critical TFs and their differentially expressed target genes were predicted to construct the TF-target regulatory network based on the previous method (Zhang et al., 2017; Zhou et al., 2021).

### Statistical Analysis

Statistical analyses were conducted by using SPSS Software, version 17.0 (IBM SPSS Statistics, United States). One-way analysis of variance (ANOVA) followed by LSD method was used to compare the protein concentration and ALP expression between different groups, which are expressed as the means ± standard deviation. Differences between means were considered statistically significant when *p*-values were < 0.05.

## Results

### Differentiation of Rat Bone Marrow Mesenchymal Stem Cells Into Osteoblasts, Adipocytes, and Chondrocytes

On day 21 after induced differentiation, histological staining for calcium in the osteogenic differentiation group showed that extracellular matrix (ECM) was mineralized (Figure 1A), Oil Red O staining for lipids in the adipogenic differentiation group showed that cells accumulated intracellular lipid vesicle (Figure 1B), and Alcian blue staining in the chondrocyte differentiation group showed cartilage formation (Figure 1C). Biochemical analyses of samples during differentiation revealed that total protein and alkaline phosphatase (ALP) concentration transiently increased during adipogenic, osteogenic, and chondrogenic differentiation (Figures 1D,E). Together, our observations established that rat BMSCs differentiated into three lineages, consistent with their expected multi-lineage potential.

**FIGURE 1:**
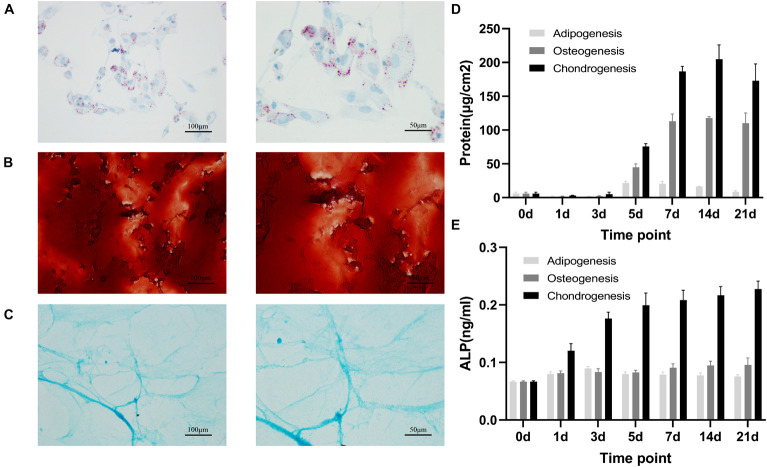
Adipogenic, osteogenic and chondrogenic differentiation of rat BMSCs. Histochemical staining of calcium **(A)** with Alizarin red or adipocyte **(B)** with oil red O or cartilage **(C)** with Alcian blue staining after 21 days of osteogenic or adipogenic or chondrogenic differentiation. Scale bars, 100 and 50 μm; total protein **(D)** and ALP **(E)** concentration in osteogenesis, adipogenesis and chondrogenesis of rat BMSC. Error bars indicate SD. Mean and SD of three independent experiments with three technical replicates.

### Identification of Differentially Expressed Transcription Factors in Three Phases

Data cross−comparability was evaluated via principal component analysis (PCA) for confirming biological variability between different samples. 

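The sequenced samples formed 10 groups of 3, namely undifferentiated cells at 0 h and cells at 3, 12 and 72 h of osteogenesis (OS), adipogenesis (AD) and chondrogenesis (CH). All 3 lineages were compared with the same 3 samples of 0 h, and no uninduced cells from the later time points were used here. According to the paper, mRNA libraries were made from pooled cultures and sequenced on an Illumina NovaSeq instrument. The sample labels mention Ribo-Zero instead, and the paper's description was followed here. The authors deposited 1 value per gene and sample under the name FPKM. Within each sample, 100% of these values were whole multiples of 1 common step, so they were read as CPM, with no gene length in them, and the step gave the number of reads each sample was divided by. These totals ran from 3899609 to 9046719 reads, with a median of 6579543. At 0 h they lay between 6594559 and 7179051 (median 6981467). In osteogenesis they lay between 6329536 and 7229002 at 3 h (median 6381895), between 6564527 and 6690194 at 12 h (median 6637759), and between 6409225 and 6702790 at 72 h (median 6636998). The adipogenic totals were 6355230 to 9046719 at 3 h (median 6724584), 5405033 to 6836525 at 12 h (median 5430518), and 5616285 to 6313113 at 72 h (median 5638906). The chondrogenic totals were 6673387 to 8135015 at 3 h (median 6812181), 6312409 to 6923375 at 12 h (median 6417518), and 3899609 to 4523111 at 72 h (median 4497144). The listed genes held 38.9 to 71.4% of each total, and 3 reads, taken as the smallest detectable signal, corresponded to 0.332 to 0.769 CPM. That floor covers counting error only, because reads without molecular identifiers are not independent molecules. Values that shared a gene name were summed, which affected 729 of the 9999 names, among them Epas1, Id2, Irf5, Nfia and Pparg. The 4363 genes with at least 1 CPM in at least 3 samples were tested with limma on log2(CPM + 1) in 1 model of all 30 samples, without covariates. Genes past the paper's threshold (a log2 fold change of at least 1 in size and a Benjamini-Hochberg adjusted p under 0.05) were counted as differentially expressed genes (DEGs). Fold changes are on the log2(CPM + 1) scale, which understates the change of low genes. TFs were the 142 names listed in Table 1, of which 131 were tested. Between replicates, the correlation across genes, which are not independent replicates, was 0.971 to 0.994 (Pearson, 30 pairs), and all 30 pairs differed by more than counting noise. The choices that moved the numbers most were the scaling between samples, the pseudocount, and the use of edgeR on the recovered reads, which was chosen after seeing the data.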

All samples were grouped separately (Figure 2A), indicating globally distinct expression profiles. 

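In a PCA of the 4363 genes on the log2(CPM + 1) scale, PC1 held 34.1%, PC2 18.7% and PC3 7.42% of the variance. Along PC1, the group means (± SD, n = 3) ran from -32.9 ± 0.82 at 12 h of osteogenesis to 52.0 ± 0.74 at 72 h of adipogenesis, with undifferentiated cells at 11.3 ± 0.12. Every group lay below the undifferentiated cells on PC1 at 3 h and above them at 72 h. PC2 set chondrogenesis apart, with means of 8.9 ± 0.47 at 3 h, 20.3 ± 1.70 at 12 h and 48.8 ± 1.98 at 72 h, while the means of all other groups were below 0. The widest spread between replicates along PC1 was 2.5 ± 7.46 at 12 h of adipogenesis. The nearest neighbour of each of the 30 samples belonged to the same group, whereas 16 was the most reached with permuted group labels (one-sided permutation test, 100000 resamples, p = 1.0e-05, the smallest these resamples can give). Distances within groups had a median of 26.3 (24.5 to 48.4) and distances between groups a median of 63.1 (42.9 to 103). The PC1 share of variance moved most when each gene was scaled to unit variance, to 25.3%.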

Analysis of gene expression dynamics during rat BMSC differentiation revealed that transcript levels changed significantly 3 h upon induction of differentiation (Figure 2B). 

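At 3 h, 801 DEGs were found in osteogenesis (510 higher and 291 lower than at 0 h), 821 in adipogenesis (280 of them lower) and 785 in chondrogenesis (572 higher and 213 lower). In osteogenesis, 2068 genes (47.4%) had 3 h samples that all lay on 1 side of the 0 h samples, against the 10% that chance gives for 3 samples against 3, and 792 of the 801 DEGs were among them. The pseudocount moved these counts most, as 1016 DEGs were found in osteogenesis with a pseudocount of 0.1. The balance of higher and lower genes moved with the scaling between samples. After median-ratio scaling, higher genes made up 47.3% of DEGs in place of 63.7% in osteogenesis, 50.3% in place of 65.9% in adipogenesis, and 53.3% in place of 72.9% in chondrogenesis. That scaling moved the log2 fold changes of the tested genes downward by a median of 0.18 in osteogenesis, 0.19 in adipogenesis and 0.26 in chondrogenesis. The largest rise in osteogenesis was that of Gldn, from 1.55 ± 0.388 to 294 ± 5.85 CPM (mean ± SD, n = 3), a log2 fold change of 6.87 (SE 0.37, adjusted p = 2.7e-15). In adipogenesis it was that of Plau, at 5.90 (SE 0.33, adjusted p = 7.05e-15), and in chondrogenesis that of Angptl7, at 8.40 (SE 0.56, adjusted p = 2.97e-13), with at most 5 reads for Angptl7 in a 0 h sample. The largest falls were those of Cys1 in osteogenesis (-3.99), Kprp in adipogenesis (-6.71) and Il6 in chondrogenesis (-4.68).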

During induction of osteogenic differentiation, 792, 1,042, and 638 DEGs were identified at three time points, respectively. 

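Against 0 h, osteogenesis had 952 DEGs at 12 h (640 higher and 312 lower) and 545 at 72 h (314 higher and 231 lower). Under median-ratio scaling, higher genes made up 46.6% of DEGs at 12 h in place of 67.2%, and 48.3% at 72 h in place of 57.6%. Of the 952 DEGs at 12 h, 727 were also called after that scaling. With the pseudocount of 0.1, DEGs numbered 1251 at 12 h and 718 at 72 h. With edgeR's quasi-likelihood test, chosen after seeing the data, 1002, 1195 and 692 genes were called at 3, 12 and 72 h, and they included 693, 742 and 510 of those called with limma. With each replicate of the compared groups left out in turn, the number of DEGs lay between 766 and 885 at 3 h, between 962 and 987 at 12 h, and between 548 and 563 at 72 h. The largest rise at 12 h was again that of Gldn, with a log2 fold change of 5.76 (SE 0.37, adjusted p = 6.09e-14), and the largest fall that of Sfrp2, at -4.93 (SE 0.75, adjusted p = 2.49e-06). The largest fall at 72 h was that of Galnt18, at -5.50 (SE 0.22, adjusted p = 3.53e-18).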

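In osteogenesis, 45 of the 131 TFs tested were differentially expressed at 3 h (25 higher and 20 lower than at 0 h). At 12 h they were 44 (26 higher and 18 lower). After median-ratio scaling, 21 were higher and 28 lower at 3 h, and 23 higher and 28 lower at 12 h. The number of TFs moved most with edgeR on the recovered reads, an alternative chosen after seeing the data, which called 63 at 3 h and 67 at 12 h. Adjusting the p-values over the TFs alone left both limma counts as they were, but the list holds the paper's own calls on these data and so shows no stability.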

At least 48 TFs (21 upregulated and 27 downregulated ones) were significantly different at 3 h and this increased further to 59 (25 upregulated and 34 downregulated ones) at 12 h. 

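At 72 h of osteogenesis, 31 TFs were differentially expressed with limma, 23 of them higher and 8 lower than at 0 h. Median-ratio scaling gave 19 higher and 10 lower TFs, and edgeR 20 higher and 13 lower. Snai2 was among the TFs that rose, from 7.11 ± 1.10 to 173 ± 4.21 CPM (mean ± SD, n = 3), a log2 fold change of 4.43 (SE 0.28, adjusted p = 1.18e-13).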

The number of significantly modulated TFs decreased to 34 (22 upregulated and 12 downregulated ones) at 72 h. 

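In adipogenesis, 39 TFs were differentially expressed at 3 h (19 higher and 20 lower), 28 at 12 h (14 higher and 14 lower) and 28 at 72 h (13 higher and 15 lower). With median-ratio scaling the higher and lower TFs were 16 and 32 at 3 h, 11 and 18 at 12 h, and 21 and 14 at 72 h. In edgeR the totals were 53, 37 and 42. Over all genes, 597 DEGs were found at 12 h (355 higher and 242 lower) and 666 at 72 h (270 higher and 396 lower). Median-ratio scaling changed the share of higher genes from 59.5% to 41.7% at 12 h and from 40.5% to 52.0% at 72 h. Replicate 3 of 72 h lay apart from the other replicates, with 74 genes more than 2 log2 units from their mean. Igfbp5 is among those genes, and had the largest rise at both times, with a log2 fold change of 5.46 (SE 0.74, adjusted p = 5.85e-07) at 12 h and 9.43 (SE 0.74, adjusted p = 9.21e-12) at 72 h.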

During adipogenic differentiation, the number of differentially expressed TFs was 58 at 3 h, 26 at 12 h, and 36 at 72 h. 

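In chondrogenesis, 43 TFs were differentially expressed at 3 h (32 higher and 11 lower), 26 at 12 h (16 higher and 10 lower) and 37 at 72 h (25 higher and 12 lower). Adjusted over the TFs alone, the number at 72 h was 38. Median-ratio scaling gave 21 higher and 18 lower TFs at 3 h, 14 and 21 at 12 h, and 25 and 13 at 72 h. At 12 h, 40 TFs were called with the pseudocount of 0.1 and 43 with edgeR. All genes together gave 630 DEGs at 12 h (412 higher and 218 lower) and 785 at 72 h (507 higher and 278 lower), with higher genes at 46.1% in place of 65.4% after median-ratio scaling at 12 h and at 63.1% in place of 64.6% at 72 h. The 72 h samples of chondrogenesis had the lowest read totals of all groups. When every sample was thinned to 3899609 reads, a step chosen after seeing the data, 36 TFs were called at 72 h. The largest rise was that of Angptl7, at 7.95 at 12 h and 12.42 at 72 h on the log2 scale.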

During chondrogenic differentiation, the number was 49 at 3 h, 38 at 12 h, and 39 at 72 h. 

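Lower TFs were the more numerous at 3 h of adipogenesis with limma on CPM, median-ratio scaling, quantile normalization and edgeR alike. At 12 h of adipogenesis, higher and lower TFs were equal in number with limma on CPM, and lower TFs prevailed with the other settings. In osteogenesis and chondrogenesis at 3 and 12 h, the direction that prevailed depended on the setting. The edgeR fit also scaled the samples by its own factors, so its counts cannot tell the test from the scaling. By edgeR's test, 24 TFs were higher and 39 lower at 3 h of osteogenesis, and 26 higher and 41 lower at 12 h. Adipogenesis gave 18 higher and 35 lower at 3 h, and 15 and 22 at 12 h. For chondrogenesis, 23 were higher and 27 lower at 3 h, and 14 and 29 at 12 h. After quantile normalization, osteogenesis had 23 higher and 26 lower TFs at 3 h and 23 and 20 at 12 h, adipogenesis 15 and 30, then 12 and 16, and chondrogenesis 21 and 18, then 12 and 15.

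**Figure D1:**
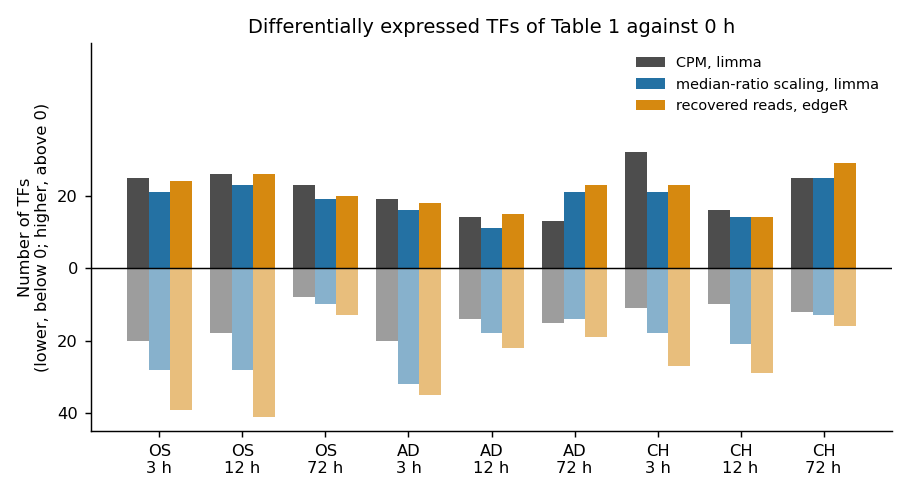
Number of differentially expressed TFs of Table 1 against 0 h in each lineage (OS, osteogenesis; AD, adipogenesis; CH, chondrogenesis) and time point. Dark bars above 0 count higher TFs and pale bars below 0 count lower TFs, for limma on CPM, limma after median-ratio scaling, and edgeR on the recovered reads; at 3 and 12 h of osteogenesis, higher TFs prevail with limma on CPM and lower TFs with both other settings.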

Remarkably, at 3 and 12h after differentiation, the number of downregulated TFs was higher than the upregulated ones. Next, we calculated the number of differentially expressed TFs at each time point compared with the preceding time point and in three directions of differentiation, the number of TFs that changed per hour decreased as time extends (Figure 2C). 

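Between 3 and 12 h, 22 TFs changed in osteogenesis (12 higher and 10 lower), 37 in adipogenesis (22 higher and 15 lower) and 27 in chondrogenesis (4 higher and 23 lower). Between 12 and 72 h, the numbers were 47 (29 higher and 18 lower), 26 (14 higher and 12 lower) and 24 (21 higher and 3 lower). The balance moved with the setting in adipogenesis between 12 and 72 h, to 23 higher and 6 lower TFs after median-ratio scaling and 25 and 11 with edgeR. In osteogenesis between 3 and 12 h, edgeR gave 11 higher and 18 lower. Divided by the length of the interval, TFs changed at 15.0, 2.44 and 0.783 per hour in osteogenesis over the intervals of 3, 9 and 60 h. The corresponding numbers were 13.0, 4.11 and 0.433 in adipogenesis and 14.3, 3.00 and 0.400 in chondrogenesis. The number per interval, before division, rose in osteogenesis from the interval of 9 h to that of 60 h. Over all genes, the comparison of 12 h with 3 h gave 341 DEGs in osteogenesis, 565 in adipogenesis and 335 in chondrogenesis, and that of 72 h with 12 h gave 1012, 698 and 576. From the decrease per hour, the paper proposes that the differentiating cells had reached a stable phenotype.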

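Table 1 pairs TFs with a lineage and a time point in 379 entries, of which 365 could be tested. By limma, 288 of them were past the threshold. Of the 91 other entries, tested or not, 82 were called under at least 1 other setting and 9 under none. Median-ratio scaling called 337 entries, and edgeR, chosen after seeing the data, 356. At 3, 12 and 72 h of osteogenesis, 40 of 46, 43 of 58 and 29 of 33 tested entries were past the threshold. In adipogenesis these were 37 of 50, 22 of 25 and 26 of 33, and in chondrogenesis 32 of 48, 24 of 36 and 35 of 36. Some TFs of the list were past the threshold at a lineage and time point for which it has no entry, most often at 3 h of chondrogenesis, with 11.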

Differentially expressed TFs in three time points during three-directional differentiation were summarized in Table 1.

**FIGURE 2:**
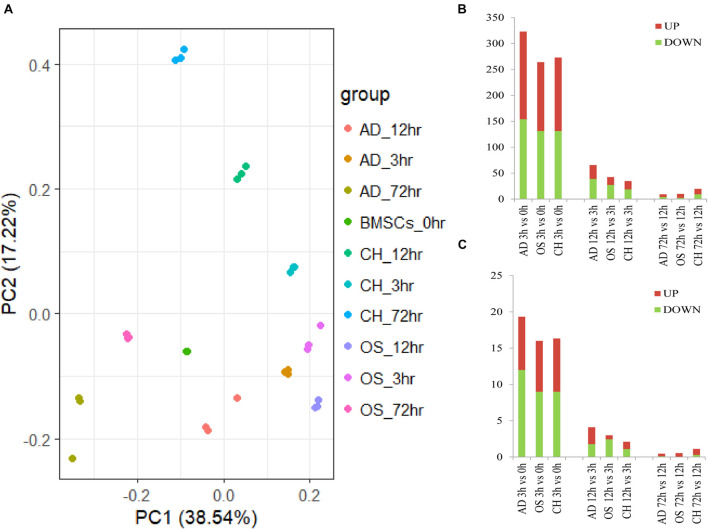
Dynamic transcriptional changes upon osteogenic, adipogenic, and chondrogenic differentiation of rat BMSCs. **(A)** Principal component analyses of the gene expression profile in osteogenic, adipogenic, and chondrogenic groups at three time points; **(B)** number of significant differential TFs relative to the previous time point (based on three independent experiments); and **(C)** the number of differentially expressed TFs per hour compared to the previous time point (based on three independent experiments). AD, adipogenesis; OS, osteogenesis; CH, chondrogenesis.

**TABLE 1:** The same differential expressed TFs at three time points after differentiation into osteoblasts, adipocytes, and chondroblasts.

Groups	Total	TFs	Groups	Total	TFs
OS3h, 12h, 72h; AD3h, 12h, 72h, CH3h, 12h, 72h	2	Tsc22d3, Epas1	CH3h, 12h, 72h; OS72h	1	Plscr1
OS3h, 12h, 72h; AD3h, 12h, 72h, CH3h, 72h	2	Rab24, Cenpa	CH3h, 12h; OS3h, 12h	1	Atoh8
OS12h; AD3h, 12h, 72h; CH3h, 12h, 72h	1	Sox9	AD3h, 12h; CH12h	1	Klf5
OS3h, 12h; AD3h, 12h, 72h, CH3h, 12h	2	Id3, Id2	AD3h; CH3h; OS3h	1	Hmg20a
OS72h; AD3h, 12h, 72h; CH12h, 72h	1	Snai2	AD3h; OS3h, 12h	2	Phb, Emx2
OS3h, 12h; AD3h, 12h; CH3h, 72h	1	Ahrr	AD12h; CH72h; OS12h	1	Bhlhe41
OS12h, 72h; AD3h, 72h; CH12h, 72h	1	Klf10	AD72h; CH72h; OS72h	1	Tfcp2l1
OS3h, 12h, 72h; AD3h; CH3h, 12h	1	Meox2	CH3h, 12h, 72h	1	Gbx2
OS72h; AD12h, 72h; CH3h, 12h, 72h	1	Hic1	CH3h, 12h; OS3h	2	Sox11, AABR07001099.1
AD3h, 12h, 72h; CH3h, 72h	1	Irf5	CH3h, 12h; OS12h	1	Tbx4
AD3h, 12h, 72h; CH12h, 72h	1	Bhlhe40	CH3h; OS3h, 12h	1	Hoxd13
OS3h, 12h; AD3h, 12h; CH3h	2	Cenpt, Foxm1	CH12h; OS3h, 12h	1	Nme2
OS3h, 12h, 72h; AD3h, 72h	1	Klf4	CH12h; OS12h, 72h	1	AABR07015743.1
OS3h, 12h; AD3h; CH3h, 12h	1	Hbp1	OS3h, 12h, 72h	1	Hopx
OS3h, 12h; AD3h; CH3h, 72h	1	Zfp467	AD3h; CH3h	2	Zfp668, Mef2a
OS3h, 12h, 72h; AD3h; CH72h	1	Dlx3	AD3h; CH72h	1	Ets2
OS3h, 12h; AD12h, 72h; CH72h	1	Ehf	AD3h; OS3h	1	Foxf1
OS72h; AD72h; CH3h, 12h, 72h	2	Nfia, Scx	AD72h; CH12h	1	Nr1d1
OS12h, 72h; AD72h; CH3h, 72h	1	Pax8	AD72h; OS72h	2	Ascl2, Zfp503
OS3h, 12h, 72h; AD72h; CH3h	1	Mafb	OS12h; CH3h	1	Hey2
OS3h, 12h; CH3h, 12h, 72h	1	Tshz2	AD3h, 12h	2	Zfp667, Nr4a1
OS12h, 72h; CH3h, 12h, 72h	1	Tsc22d1	AD12h, 72h	1	Arid3b
OS12h; AD3h, 12h, 72h	1	Hoxd9	CH3h, 12h	2	Zfp394, Jun
AD3h, 12h, 72h; OS72h	1	Zfp536	CH12h, 72h	2	Gsc, Terf1
AD3h, 12h; CH3h; OS12h	1	Relb	OS3h, 12h	4	Zfp773-ps1, Klf16, Zfp367, Foxn1
AD3h, 72h; CH3h; OS3h	1	Klf3	OS3h, 72h	1	Zfp296
AD3h, 72h; OS3h, 12h	1	Zfp521	OS12h, 72h	2	Rfx2, Hif1a
AD3h; CH3h, 12h; OS3h	1	Hoxc6	OS3h	4	Ybx3, Zbtb25, Hes6, Zfp879
AD3h; CH3h, 72h; OS12h	1	Rfx3	OS12h	12	Gtf3a, Hoxd3, LOC500584, Csdc2, Maf, Zfp113, Zfp174, LOC108349189, E2f2, Rbpjl, Pou5f2, AABR07029613.1
AD3h; CH3h; OS3h, 12h	3	Tbx6, Foxc2, Mxd4	OS72h	5	Tmf1, Msx2, Tcf23, Rfx8, Pparg
AD3h; CH12h; OS3h, 72h	1	Zfp39	AD3h	15	Pou6f1, Sp5, L3mbtl1, Lhx9, Zbtb38, Hoxd10, Pax4, Arid2, Zfp317, Zeb1, Tulp1, Zfp541, Pou2f3, Foxc1, Zbtb12
AD3h; OS3h, 12h, 72h	1	Tead3	AD12h	1	Atf4
AD12h, 72h; CH12h, 72h	1	Creb3l1	AD72h	5	RGD1560108, Hlx, Foxo3, Osr1, LOC100362054
AD12h; CH3h, 72h; OS12h	1	Hmgb2	CH3h	7	Preb, Csrnp3, Mafa, Lef1, Stat6, Prdm16, Zfp395
AD72h; OS3h, 12h, 72h	1	Zfhx2	CH12h	4	Lrrfip2, Zfp62, Tfam, AABR07060287.1
CH3h, 12h, 72h; OS3h	1	Runx3	CH72h	8	Smarca1, Myrfl, Mlxip, Dlx5, Rarb, Heyl, Foxd2, Gli1

*OS, osteogenic differentiation; CH, chondrogenic differentiation AD, adipogenic differentiation; TF, transcription factor.*

The volcano plot and heatmap of differentially expressed TFs at 3, 12, and 72 h of osteogenesis were shown in Figure 3, while results of comparison between every two lineage-commitment at 3 h after inductive differentiation were presented in Figure 4. 

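Of the TFs shown for osteogenesis in Figure 3, 48 were tested at 3 h, 58 at 12 h and 33 at 72 h. All 48 and all 58 changed in the direction shown, 41 and 43 of them past the threshold, and at 72 h 28 did so, 24 of them past it. At 72 h the figure was read as 16 higher and 17 lower TFs, whereas the paper's text gives 22 and 12. Between lineages at 3 h, osteogenesis and adipogenesis differed in 334 genes (121 higher and 213 lower in osteogenesis), among them 30 TFs (13 higher and 17 lower). Osteogenesis and chondrogenesis differed in 319 genes (98 higher and 221 lower in osteogenesis), among them 29 TFs (5 higher and 24 lower). Chondrogenesis and adipogenesis differed in 408 genes (224 higher and 184 lower in chondrogenesis), among them 28 TFs (18 higher and 10 lower). These comparisons do not involve the 0 h samples. Of the TFs shown in Figure 4, 25, 24 and 32 were tested in the 3 comparisons, and 25, 24 and 31 differed in the direction shown.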

Supplementary Figures 1, 2 described the visualized results of differentially expressed TFs at three time points of adipogenic and chondrogenic differentiation.

**FIGURE 3:**
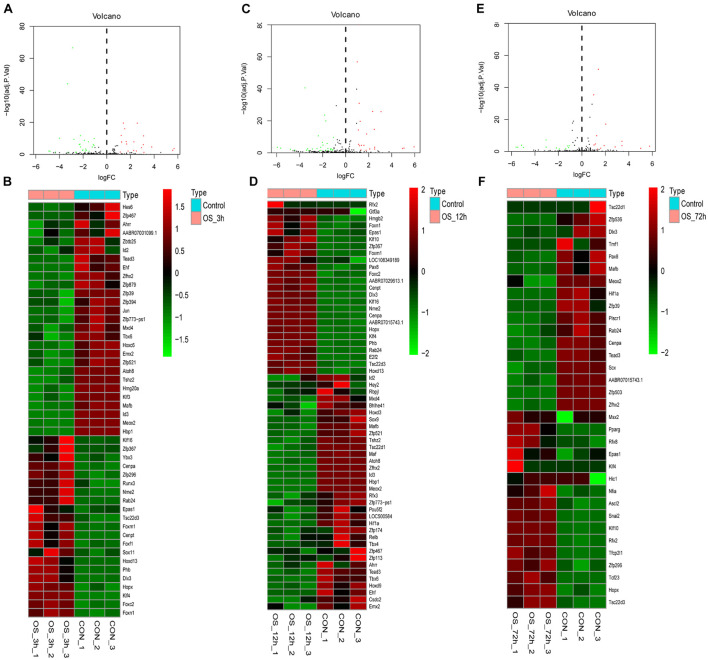
Volcano plot and heatmap of differentially regulated TFs during osteogenesis at 3 h **(A,B)**, 12 h **(C,D)**, and 72 h **(E,F)** compared with undifferentiated cells (*t* = 0 h).

**FIGURE 4:**
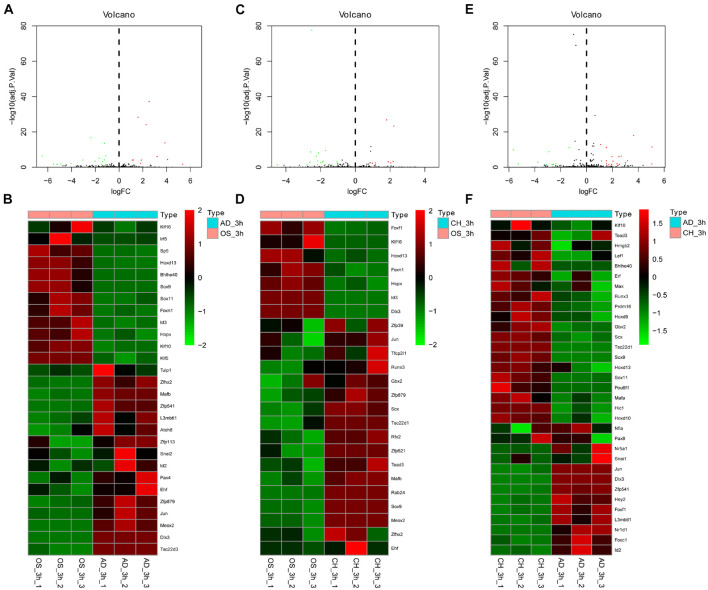
Volcano plot and heatmap of differentially regulated TFs between every two lineages at 3 h after inductive differentiation (*t* = 0 h). **(A,B)** comparison between osteogenesis and adipogenesis; **(C,D)** comparison between osteogenesis and chondrogenesis, and **(E,F)** comparison between chondrogenesis and adipogenesis. AD, adipogenesis; OS, osteogenesis; CH, chondrogenesis.

### Identification of Specific Differentially Expressed Transcription Factors in Three Phases

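In osteogenesis, 15 TFs were past the threshold only at 3 h, 8 only at 12 h and 16 only at 72 h. The number at 12 h moved most with edgeR, chosen after seeing the data, which gave 18. Among those of 12 h, E2f2 rose from 0.676 ± 0.0943 to 3.62 ± 0.260 CPM (mean ± SD, n = 3), a log2 fold change of 1.46 (SE 0.28, adjusted p = 6.23e-05). Maf went from 42.8 ± 4.83 to 15.1 ± 0.388 CPM, a log2 fold change of -1.44 (SE 0.22, adjusted p = 2.81e-06). At 72 h only, Pparg rose to 2.18 ± 0.348 CPM, at least 4.79-fold higher than the floor of 3 reads, with a log2 fold change of 1.60 (SE 0.20, adjusted p = 2.29e-07) and at most 1 read in a 0 h sample. Neither of the other lineages had E2f2, Maf or Pparg past the threshold at any time point. Of the 12 TFs that Table 1 lists for 12 h of osteogenesis alone, 6 were past the threshold there, and 3 of those in no other comparison with 0 h. With edgeR all 12 were past it at 12 h. Of the 5 TFs listed for 72 h of osteogenesis alone, all 5 were past the threshold only there, and of the 4 for 3 h, 3 were. With edgeR, 3 of the 5 were past it at 72 h, without Rfx8 and Tmf1, and all 4 at 3 h.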

In osteogenesis of BMSCs, there were 13, 20, and 14 TFs being identified to be differentially expressed only at 3, 12, and 72 h after inductive differentiation (Figure 5A). 

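Adipogenesis had 23 TFs past the threshold only at 3 h, 7 only at 12 h and 10 only at 72 h, and chondrogenesis 14, 4 and 11. After median-ratio scaling, the numbers were 25, 6 and 13 in adipogenesis and 14, 10 and 12 in chondrogenesis.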

In adipogenesis, the numbers were 33, 3, and 14 (Figure 5B), and for chondrogenesis, the numbers were 20, 11, and 13 (Figure 5C). Notably, 11 (e.g., Hopx and Tsc22d3), 12 (e.g., Irf5 and Rab24), and 11 (e.g., Gbx2 and Epas1) TFs showed differentially expressed levels at all three time points in osteogenesis, adipogenesis, and chondrogenesis, respectively.

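At all 3 time points, 9 TFs were past the threshold in osteogenesis, namely Cenpa, Dlx3, Epas1, Hopx, Klf4, Meox2, Rab24, Tsc22d3 and Zfp296. In adipogenesis they were 11, namely Cenpa, Epas1, Hoxd9, Id2, Id3, Irf5, Rab24, Snai2, Sox9, Tsc22d3 and Zfp536. Chondrogenesis also had 11, namely Bhlhe40, Creb3l1, Epas1, Gbx2, Hic1, Runx3, Scx, Sox11, Sox9, Tsc22d1 and Tsc22d3. Irf5 fell in adipogenesis, from 6.09 ± 0.809 CPM at 0 h (mean ± SD, n = 3) to 1.90 ± 0.132 at 3 h, 2.20 ± 1.27 at 12 h and 1.38 ± 0.413 at 72 h, with log2 fold changes of -1.28, -1.21 and -1.58 and adjusted p = 0.000537, 0.00126 and 5.13e-05. Rab24 changed direction over time in adipogenesis, with log2 fold changes of 2.78 (SE 0.26, adjusted p = 6.01e-10) at 3 h, 3.23 (SE 0.26, adjusted p = 3.73e-11) at 12 h and -1.48 (SE 0.26, adjusted p = 3.96e-05) at 72 h. At 72 h it had at most 3 reads per adipogenic sample, at least 5.13-fold lower than at 0 h. In edgeR, 14, 14 and 15 TFs were called at all time points of osteogenesis, adipogenesis and chondrogenesis.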

**FIGURE 5:**
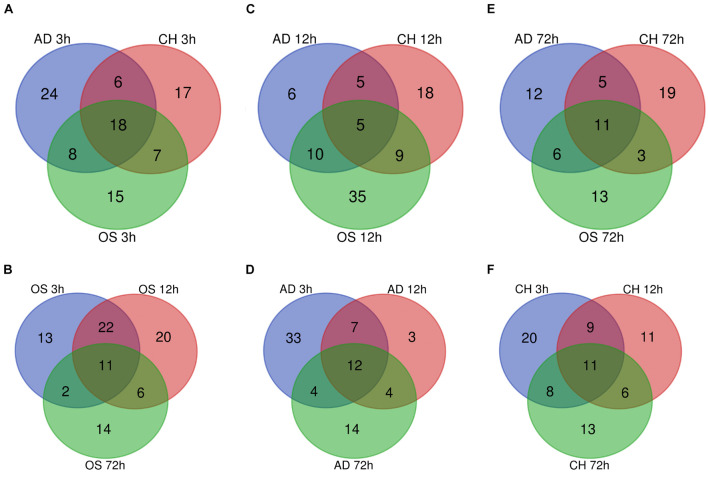
Venn Diagrams of differentially regulated TFs at 3 h **(A)**, 12 h **(C)**, and 72 h **(E)** of three directions of differentiation compared with undifferentiated cells (t = 0 h). Venn Diagrams of differentially regulated TFs during osteogenesis **(B)**, adipogenesis **(D)**, and chondrogenesis **(F)** at three time points compared with undifferentiated cells (t = 0 h). AD, adipogenesis; OS, osteogenesis; CH, chondrogenesis.

### Comparison of Differentially Expressed Transcription Factors Between Different Lineages

At 3 h after induction of differentiation, it was noticed that there were 15, 24, and 17 TFs only differentially expressed in osteogenesis, adipogenesis, and chondrogenesis, respectively (Figure 5D). 

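Only osteogenesis had 17 TFs past the threshold at 3 h, only adipogenesis 13 and only chondrogenesis 15. Quantile normalization gave 18, 19 and 10, and median-ratio scaling 15, 19 and 12. A TF past the threshold in 1 lineage alone was not thereby tested for a difference between lineages.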

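At 12 h, 24 TFs were past the threshold in osteogenesis alone, 7 in adipogenesis alone and 9 in chondrogenesis alone. At 72 h, these numbers were 14, 10 and 19. With median-ratio scaling they were 27, 5 and 15 at 12 h, and 10, 14 and 19 at 72 h.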

At 12 h, the numbers were 35, 6, and 18 (Figure 5E), and at 72 h, the numbers were 13, 12, and 19 (Figure 5F). Notably, 11 (e.g., Hmg20a and Hoxc6), 5 (e.g., Id2 and Id3), and 11(e.g., Tfcp2l1 and Scx) TFs showed differential expression at all three directions of differentiation at 3, 12, and 72 h after inductive differentiation, respectively.

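In all lineages, 14 TFs were past the threshold at 3 h, namely Cenpa, Cenpt, Epas1, Foxc2, Gtf3a, Hbp1, Id2, Meox2, Nme2, Phb, Rab24, Sox9, Tsc22d3 and Zfp467. At 12 h they were 6, namely Epas1, Id2, Id3, Phb, Sox9 and Tsc22d3, and at 72 h 11, namely Cenpa, Epas1, Hic1, Klf10, Nfia, Pax8, Rab24, Scx, Snai2, Tfcp2l1 and Tsc22d3. Members of these lists need not share a direction. Sox9 fell in adipogenesis (-1.45 at 3 h, -2.90 at 12 h) and rose in chondrogenesis (3.62 and 3.70). At 72 h, Cenpa and Rab24 were higher in chondrogenesis (1.22 and 1.32) and lower in osteogenesis (-1.97 and -1.11) and adipogenesis. Nfia was lower in chondrogenesis (-1.36) and higher in osteogenesis (1.12) and adipogenesis (1.33). Hoxc6 had at most 14 reads per sample at 0 h and at most 3 in each 3 h sample, with log2 fold changes of -0.99, -1.27 and -1.13 in osteogenesis, adipogenesis and chondrogenesis, and was at least 3.38-fold, 3.39-fold and 3.56-fold lower. Tfcp2l1 rose at 72 h in all lineages, by 2.21 (SE 0.31, adjusted p = 1.49e-06) in osteogenesis, 1.18 (SE 0.31, adjusted p = 0.00336) in adipogenesis and 2.23 (SE 0.31, adjusted p = 8.61e-07) in chondrogenesis. The adipogenic rise was not past the threshold in the fit without replicate 1 of that group. Its replicate 3, at 0.634 CPM (4 reads), lay within the range of the 0 h samples. Scx also went in opposite directions at 72 h, with log2 fold changes of -1.42 in osteogenesis, -1.42 in adipogenesis and 2.93 (SE 0.33, adjusted p = 1.28e-08) in chondrogenesis. At 72 h of adipogenesis Scx had at most 3 reads per sample, at least 4.88-fold lower than at 0 h.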

### Functional Enrichment Analysis of Differentially Expressed Transcription Factors

GO and KEGG pathway enrichment analysis of differentially expressed TFs at different time points of three directions of differentiation was performed to identify the most relevant biological processes (BPs), molecular functions (MFs), cellular components (CCs), and pathways. The top enriched terms in BP, CC, MF, and KEGG at 3 h after osteogenesis were presented in Figure 6A. For instance, the enriched BPs terms included “negative regulation of transcription from RNA polymerase II promoter,” “regulation of transcription, DNA-templated,” and “positive regulation of transcription from RNA polymerase II promoter.” The enriched terms at 12 and 72 h after osteogenesis were presented in Figures 6B,C, respectively, while results of the other two directions of differentiation were presented in Supplementary Figures 3, 4.

**FIGURE 6:**
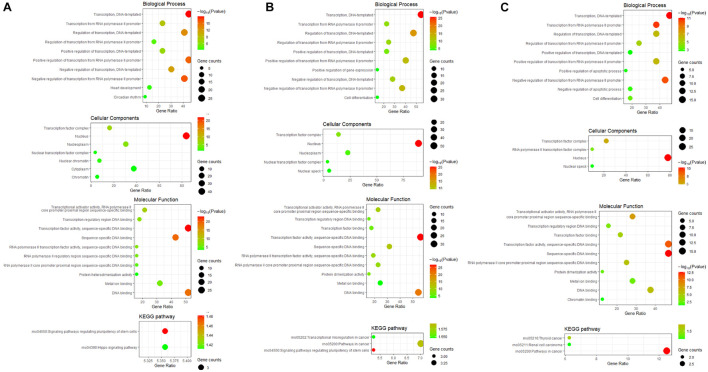
GO including biological process, cellular components and molecular function analysis, and KEGG enrichment analysis of differentially expressed TFs at 3 h **(A)**, 12 h **(B)**, and 72 h **(C)** of osteogenesis compared with undifferentiated cells (t = 0 h).

The differentially expressed TFs between osteogenesis and adipogenesis at 3 h after inductive differentiation were also significantly enriched in BPs terms such as “negative regulation of transcription from RNA polymerase II promoter,” “regulation of transcription, DNA-templated.” Results of functional enrichment analysis of the differentially expressed TFs between every two lineage-commitment at 3 h of inductive differentiation were presented in Figure 7.

**FIGURE 7:**
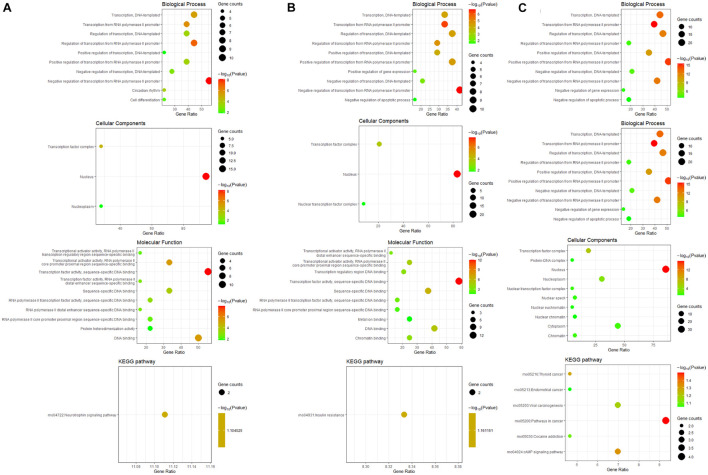
GO including biological process, cellular components and molecular function analysis, and KEGG enrichment analysis of differentially expressed TFs between every two lineages at 3 h after inductive differentiation (*t* = 0 h). **(A)** comparison between osteogenesis and adipogenesis; **(B)** comparison between osteogenesis and chondrogenesis, and **(C)** comparison between chondrogenesis and adipogenesis.

### Protein Interaction Network Construction of Differentially Expressed Transcription Factors

The interactions between the proteins expressed from differentially expressed TFs at 3 h of osteogenesis consisted of 17 nodes and 13 edges, with Klf4 gene being identified to have a relatively high connectivity degree (Figure 8A). 

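At 3 h of osteogenesis, Klf4 rose from 230.0 ± 12.3 to 723 ± 108 CPM (mean ± SD, n = 3), a log2 fold change of 1.64 (SE 0.21, adjusted p = 1.57e-07).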

The PPI networks at 12 and 72 h after osteogenesis were presented in Figures 8B,C, respectively. Meanwhile, the PPI networks of the other two-direction differentiation at three time points were presented in Supplementary Figure 5.

**FIGURE 8:**
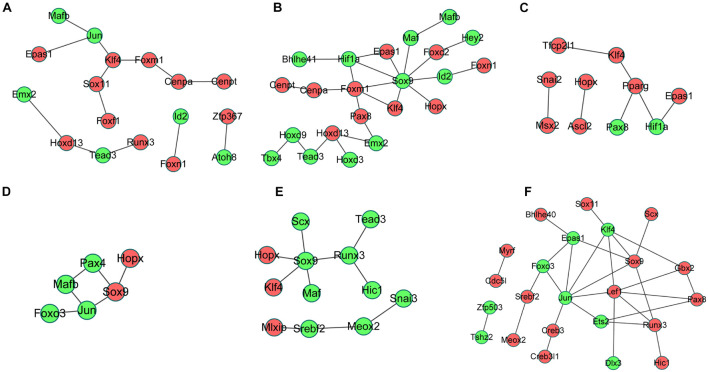
Protein-protein interaction (PPI) network analysis of differentially expressed TFs. PPI network of differentially expressed TFs at 3 h **(A)**, 12 h **(B)**, and 72 h **(C)** of osteogenesis compared with undifferentiated cells (*t* = 0 h); the PPI network of differentially regulated TFs between osteogenesis and adipogenesis **(D)**, between osteogenesis and chondrogenesis **(E)**, and between chondrogenesis and adipogenesis **(F)** at 3 h after inductive differentiation (*t* = 0 h). Red indicates upregulated TFs, and green indicates the downregulated TFs.

The interactions between the proteins expressed from differentially expressed TFs between osteogenesis and adipogenesis at 3 h after inductive differentiation consisted of 6 nodes and 6 edges, with the Sox9 gene being identified to have a relatively high connectivity degree (Figure 8D). 

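Sox9 was at 100.5 ± 2.06 CPM at 3 h of osteogenesis and at 17.0 ± 2.35 CPM at 3 h of adipogenesis (mean ± SD, n = 3), a log2 difference of 2.50 (SE 0.14, adjusted p = 4.39e-14), and every osteogenic sample was above every adipogenic one.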

The interactions between the proteins expressed from differentially expressed TFs between osteogenesis and chondrogenesis, and between adipogenesis and chondrogenesis at 3 h after inductive differentiation were presented in Figures 8E,F.

### Construction of Differentially Expressed Transcription Factors and Differentially Expressed Genes Regulatory Network

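Of the target genes legible in the networks of osteogenesis, 96 were tested at 3 h, 76 at 12 h and 41 at 72 h. At 3 h, 89 of them were past the threshold (62 higher and 27 lower), from Has2 at 5.19 to Il6 at -3.86 on the log2 scale. At 12 h, 68 were (56 higher and 12 lower), and at 72 h 35 (3 higher and 32 lower). These are 92.7%, 89.5% and 85.4% of the targets tested, against 18.4%, 21.8% and 12.5% of all genes tested, and the paper had chosen the targets among its own DEGs.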

Based on the integrated analysis between TFs and DEGs, it could be noticed that during osteogenesis, the differentially expressed TFs at 3 h were able to regulate 111, 92, and 46 DEGs at 3, 12, and 72 h after differentiation (Figures 9A–C). Four differentially expressed TFs (Tead3, Cenpa, Epas1, and Klf4) identified at 3 h could function at all three time points. 

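Tead3 had log2 fold changes of -1.24 (SE 0.31, adjusted p = 0.00168) at 3 h, -1.26 (SE 0.31, adjusted p = 0.00123) at 12 h and -0.88 (SE 0.31, adjusted p = 0.0317) at 72 h of osteogenesis. For Epas1 they were 1.78, 1.88 and 1.65, with adjusted p = 2.49e-11, 5e-12 and 2.05e-10. Klf4 was also past the threshold at 12 h, with 2.11 (SE 0.21, adjusted p = 1.01e-09), and at 72 h, with 1.68 (SE 0.21, adjusted p = 2.06e-07). Cenpa was higher at 12 h, with 2.50 (SE 0.23, adjusted p = 1.39e-10), and lower at 72 h, with -1.97 (SE 0.23, adjusted p = 4e-08).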

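In the adipogenic networks, 58 legible targets were tested at 3 h, 72 at 12 h and 46 at 72 h, and 47 (37 higher and 10 lower), 64 (46 higher and 18 lower) and 39 (8 higher and 31 lower) of them were past the threshold. The shares were 81.0%, 88.9% and 84.8%, against 18.8%, 13.7% and 15.3% of all genes tested.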

Meanwhile, during adipogenesis, the differentially expressed TFs at 3 h were able to regulate 113, 85, and 61 DEGs at 3, 12, and 72 h after differentiation (Figures 10A–C). 

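At 3, 12 and 72 h of adipogenesis, Snai2 rose by 1.36, 2.64 and 5.07 on the log2 scale (adjusted p = 0.000205, 8.25e-09 and 3.82e-15). Bhlhe40 had log2 fold changes of -0.85 (SE 0.18, adjusted p = 0.000317) at 3 h, -3.82 (SE 0.18, adjusted p = 2.37e-16) at 12 h and -1.73 (SE 0.18, adjusted p = 4.86e-09) at 72 h, and median-ratio scaling took the change of 3 h past the threshold. Cenpa was higher at 12 h, with 2.00 (SE 0.23, adjusted p = 2.96e-08), and at 72 h had at most 1 read per sample, at least 11.9-fold lower than at 0 h.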

Six differentially expressed TFs (Sox9, Snai2, Epas1, Id2, Cenpa, and Bhlhe40) occurred in three regulatory networks. 

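For chondrogenesis, 106, 32 and 55 legible targets were tested at 3, 12 and 72 h. Past the threshold were 93 (66 higher and 27 lower), 25 (12 higher and 13 lower) and 51 (31 higher and 20 lower). That is 87.7%, 78.1% and 92.7% of them, beside 18.0%, 14.4% and 18.0% of all genes tested.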

For chondrogenesis, the differentially expressed TFs at 3 h were able to regulate 115, 33, and 60 DEGs at 3, 12, and 72 h after differentiation (Figures 11A–C). Six differentially expressed TFs (Runx3, Hic1, Scx, Sox9, Epas1, and Nfia) identified at 3 h could function at all three time points.

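Runx3 had at most 2 reads per sample at 0 h and reached 7.13 ± 0.539 CPM at 3 h, 2.86 ± 1.23 at 12 h and 2.85 ± 1.71 at 72 h of chondrogenesis (mean ± SD, n = 3), at least 15.7-fold, 6.29-fold and 6.27-fold higher. Hic1 rose by 1.63, 1.54 and 1.32 on the log2 scale (adjusted p = 6.28e-09, 2.74e-08 and 3.2e-07). Scx rose by 2.17 (SE 0.33, adjusted p = 2.36e-06) at 3 h and 2.48 (SE 0.33, adjusted p = 3.6e-07) at 12 h. Nfia had log2 fold changes of -0.98 (SE 0.27, adjusted p = 0.00344) at 3 h, -0.85 (SE 0.27, adjusted p = 0.013) at 12 h and -1.36 (SE 0.27, adjusted p = 0.000132) at 72 h, and those of 3 and 12 h were past the threshold after median-ratio scaling.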

**FIGURE 9:**
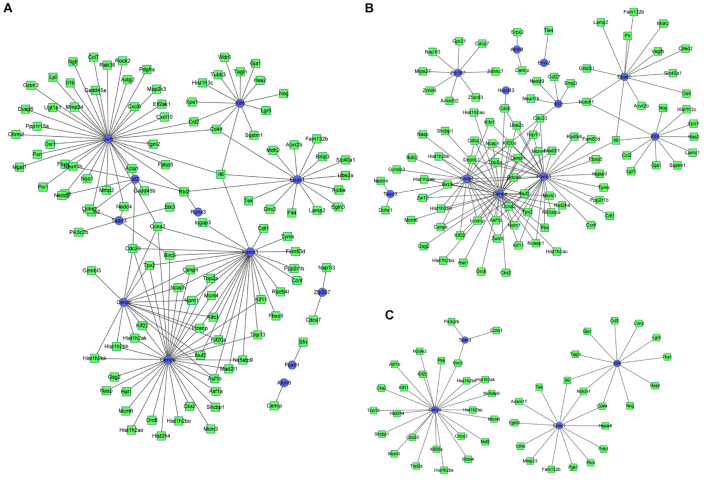
The regulatory network between differentially expressed TFs at 3 h and targeted differentially expressed genes at 3 h **(A)**, 12 h **(B)**, and 72 h **(C)** in osteogenesis compared with undifferentiated cells (*t* = 0 h). Blue indicates TFs, and green indicates targeted genes.

**FIGURE 10:**
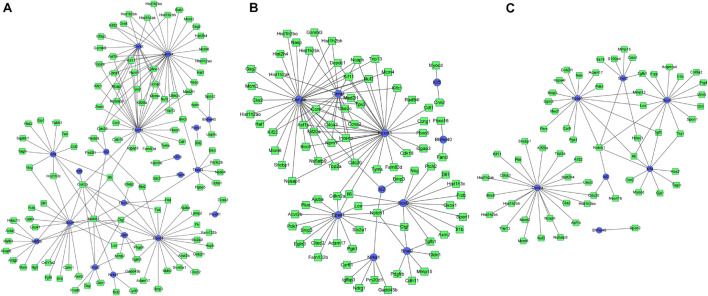
The regulatory network between differentially expressed TFs at 3 h and targeted differentially expressed genes at 3 h **(A)**, 12 h **(B)**, and 72 h **(C)** in adipogenesis compared with undifferentiated cells (*t* = 0 h). Blue indicates TFs, and green indicates targeted genes.

**FIGURE 11:**
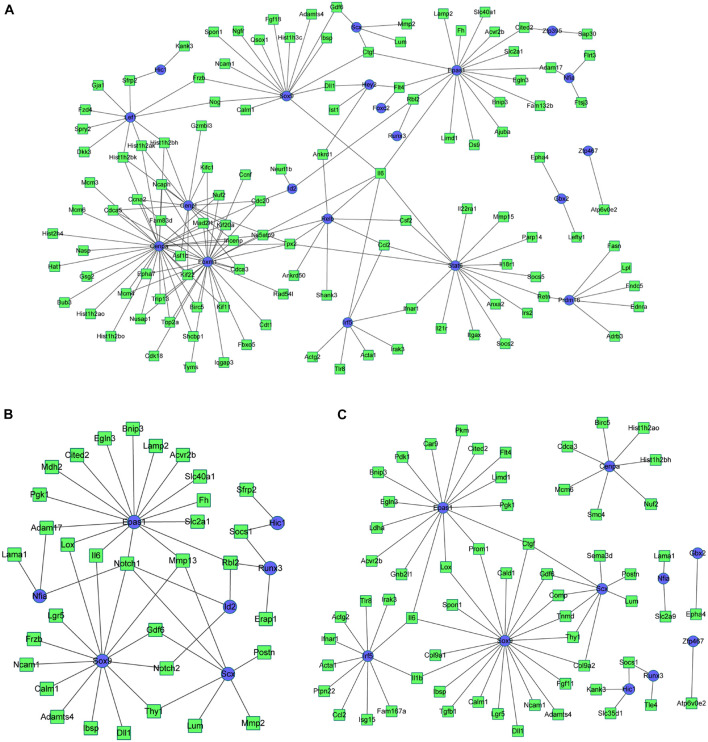
The regulatory network between differentially expressed TFs at 3 h and targeted differentially expressed genes at 3 h **(A)**, 12 h **(B)**, and 72 h **(C)** in chondrogenesis compared with undifferentiated cells (*t* = 0 h). Blue indicates TFs, and green indicates targeted genes.

The regulatory networks between TFs and DEGs at 12 and 72 h after differentiation were presented in Supplementary Figure 6. The regulatory networks of the differentially expressed TFs and DEGs between every two lineage-commitment at 3 h after inductive differentiation were presented in Supplementary Figure 7.

## Discussion

Most previous studies investigating the differentiation process of BMSCs used primary cells isolated from humans. BMSCs isolated from rat functions across barriers and could be used as a source of regenerative therapy for bone metabolic diseases and bone defects. van de Peppel et al. (2017) discriminated the first 4 days of human BMSCs differentiation into three distinct phases and presented candidate genes for early regulation of osteogenic and adipogenic lineage-commitment. In the present study, we focused on the mechanism underlying the determination of osteogenesis, adipogenesis, and chondrogenesis of rat BMSCs. Primary rat BMSCs represent a heterogeneous cell population, but by using inductive differentiation mediums, the clock of the cells was synchronized to limit cell-cycle heterogeneity. Three time points (3, 12, and 72 h) in three phases of early lineage-commitment of rat BMSCs differentiation were chosen and the high-throughput sequencing data we generated discovered the key transcription factors guiding the differentiation direction. These processes occurred before time windows examined by most previous studies but were proved to play critical roles in the differentiation (Ng et al., 2008; Piek et al., 2010). Hopx and other early responder TFs may control the osteogenic cell fate of BMSCs and participate in the development of osteoporosis. Gbx2 and other early responder TFs should be considered in mechanistic models that clarify cartilage-anabolic changes in the clinical progression of osteoarthritis.

In the first phase of differentiation, gene expression analyses revealed a high number of differentially expressed TFs in all three directions of differentiation. In the regulatory model derived from our data, the first phase represents the initiation stage of the differentiation program and is characterized by expression changes of many transcription-related genes that regulate lineage commitment and set the stage for further differentiation toward a stable phenotype. Downstream analyses of the differentially expressed TFs identified at 3 h of osteogenic differentiation showed that they were capable of regulating 92 and 46 DEGs in the second and third phases, respectively. As for the second phase, differentiating lineages begin to deviate, as reflected by the fact that many transcriptional changes are direct targets of the differentially expressed TFs in the first phases. In the current study, TFs that changed per hour decreased as time extended, which suggested that the differentiating cells had reached a stable phenotype. This illustrates the transition from proliferation to differentiation and reflects the inverse correlation between these processes as has been described in various other differentiating cells.

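Of the TFs tested, 2 were past the threshold in all 9 comparisons with 0 h, Tsc22d3 and Epas1, by limma and by edgeR. Tsc22d3 rose from 27.8 ± 2.98 CPM at 0 h (mean ± SD, n = 3) to 79.2 ± 20.2, 74.7 ± 7.23 and 716 ± 102 CPM at 3, 12 and 72 h of osteogenesis, with log2 fold changes of 1.45, 1.40 and 4.63. After quantile normalization its change at 12 h of osteogenesis was 0.96, below the threshold. In adipogenesis its log2 fold changes were 2.54, 3.70 and 3.81, and in chondrogenesis 2.20, 1.85 and 4.09, and the highest adjusted p of the 9 was 7.77e-09 (SE 0.15 each). Epas1 was at 376 ± 9.49 CPM at 0 h. Its log2 fold changes were 1.93 (SE 0.15, adjusted p = 4.34e-12), 2.15 (SE 0.15, adjusted p = 6.66e-13) and 2.03 (SE 0.15, adjusted p = 1.56e-12) in adipogenesis and 1.67 (SE 0.15, adjusted p = 8.87e-11), 2.13 (SE 0.15, adjusted p = 8.42e-13) and 2.50 (SE 0.15, adjusted p = 9.75e-15) in chondrogenesis. All samples of every induced group lay above all 0 h samples for both TFs.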

Interestingly, we identified two TFs (Tsc22d3 and Epas1) that were upregulated in three lineages at all three time points, which may play an important role in the initiation of osteogenesis, adipogenesis, and chondrogenesis. Tsc22d3, also known as glucocorticoid−induced leucine zipper, is a glucocorticoid−responsive anti−inflammatory molecule that could regulate intracellular signaling pathways via hypoxia-induced factor-1α (HIF−1α) as well as AP−1 (Kanda et al., 2020). Tsc22d3 is also one of the most regulated genes in Cushing’s syndrome (CS) and has been demonstrated to regulate osteoblast and bone turnover. Epas1, also known as HIF-2, is an active nucleoprotein and transcription factor induced by hypoxia. It could regulate hundreds of genes including VEGF, Ang-2, and HO-1, acting to enhance the production of corresponding proteins, and launch the process of angiogenesis and osteogenesis (Zhou et al., 2020). Thus, transfection of Epas1 into BMSCs provides an alternative for treating bone defects in the clinic. Other noteworthy TF is Hopx, which is the smallest member of the homeodomain-containing protein family (Hng et al., 2020). Hopx manifested an up-regulated transcription level only under the condition of osteogenesis (3, 12, and 72 h). 

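Hopx was at 0.325 ± 0.563 CPM at 0 h (mean ± SD, n = 3), with 7 reads in replicate 2 and none in the other replicates. In osteogenesis it reached 5.54 ± 0.612 CPM at 3 h, 13.9 ± 0.383 at 12 h and 4.01 ± 0.503 at 72 h. The log2 fold changes were 2.38 (SE 0.31, adjusted p = 1.71e-07), 3.57 (SE 0.31, adjusted p = 4.34e-11) and 1.99 (SE 0.31, adjusted p = 6.11e-06). In adipogenesis they were 0.99 (SE 0.31, adjusted p = 0.00978), 0.21 (SE 0.31, adjusted p = 0.66) and 0.12 (SE 0.31, adjusted p = 0.814), and in chondrogenesis 0.88 (SE 0.31, adjusted p = 0.0215), 0.28 (SE 0.31, adjusted p = 0.548) and 0.56 (SE 0.31, adjusted p = 0.161), none of them past the threshold with limma. By edgeR's test, the change at 3 h of adipogenesis, 1.88, was past it. Replicate 2 held all 0 h reads of Hopx, and without it every change against 0 h would be larger. Those of 0.99 and 0.88 at 3 h of adipogenesis and chondrogenesis lie near the threshold, so their side of it depends on that sample. The difference between lineages was tested directly, and osteogenesis exceeded adipogenesis by 1.39 (SE 0.31, adjusted p = 0.00143) at 3 h and 1.87 (SE 0.31, adjusted p = 1.37e-05) at 72 h, and chondrogenesis by 1.43 (SE 0.31, adjusted p = 0.000327) at 72 h.

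**Figure D2:**
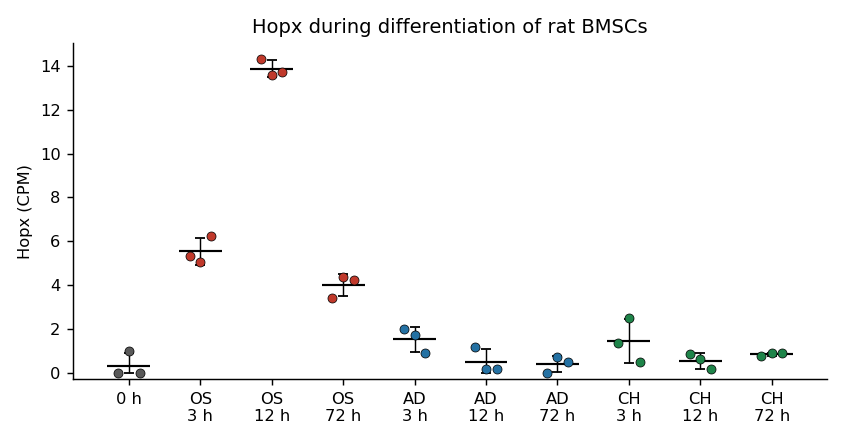
CPM of Hopx in each sample (points) at 0 h and at 3, 12 and 72 h of each lineage, with the mean of 3 samples (black line) and its SD (error bar, which stops at 0). The osteogenic samples lie between 3.43 and 14.3 CPM, above all samples of the other groups.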

Unlike other typical homeobox proteins, Hopx binds to different protein partners and therefore recruits transcription factors to gene promoter regions (Trivedi et al., 2010; Hng et al., 2020). Hemming et al. (2016) have demonstrated a correlation between the Enhancer of zeste homolog 2 (EZH2) and Hopx, implicating a regulatory effect of Hopx during BMSC osteogenesis. Similarly, Gbx2 may participate in the decision of chondrogenesis of BMSCs. This TF is a LIF/STAT3 signaling downstream target that could allow long-term expansion of the undifferentiated embryonic stem cells (Wang et al., 2017). 

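Gbx2 had no read at 0 h. In chondrogenesis it was at 3.62 ± 0.935 CPM at 3 h, 1.57 ± 0.301 at 12 h and 1.21 ± 1.05 at 72 h (mean ± SD, n = 3), at least 7.96-fold, 3.46-fold and 2.67-fold higher than the floor of 3 reads. These values rested on at most 33, 12 and 9 reads per sample, and replicate 2 of 72 h had 1 read. The log2 fold changes were 2.19 (SE 0.31, adjusted p = 9.8e-07), 1.36 (SE 0.31, adjusted p = 0.000797) and 1.03 (SE 0.31, adjusted p = 0.00922). That of 72 h dropped below the threshold after quantile normalization and, at 0.68, without replicate 1 of that group. In osteogenesis, no fold change passed the threshold with limma (0.73 at 3 h and 0.45 at 12 h, with no read at 72 h), although edgeR called that of 3 h. In adipogenesis it was 0.46 at 3 h and 0.33 at 12 h, with at most 4 reads per sample and none at 72 h. Chondrogenesis exceeded adipogenesis by 1.03 (SE 0.31, adjusted p = 0.0118) at 12 h and 1.03 (SE 0.31, adjusted p = 0.0068) at 72 h, the first of which was below the threshold after median-ratio scaling and the second after quantile normalization. The difference between chondrogenesis and osteogenesis at 12 h was not past the threshold.

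**Figure D3:**
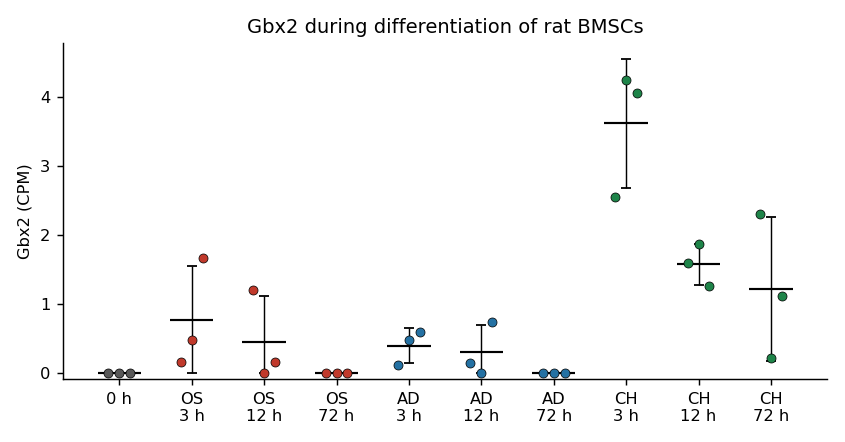
CPM of Gbx2 in each sample (points) at 0 h and at 3, 12 and 72 h of each lineage, with the mean of 3 samples (black line) and its SD (error bar, which stops at 0). The chondrogenic samples of 3 h lie highest, between 2.55 and 4.26 CPM, and 1 chondrogenic sample of 72 h lies at 0.221 CPM.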

Sox9 was up-regulated in chondrogenesis but down-regulated in adipogenesis in tree time points, which was consistent with previous studies that this TF was essential for lineage differentiation of BMSCs (Lefebvre et al., 2019). 

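Sox9 was at 48.0 ± 2.38 CPM at 0 h (mean ± SD, n = 3). In chondrogenesis it rose to 603 ± 36.8 CPM at 3 h, 638 ± 77.4 at 12 h and 1299 ± 173 at 72 h, log2 fold changes of 3.62 (SE 0.14, adjusted p = 2.69e-18), 3.70 (SE 0.14, adjusted p = 1.09e-18) and 4.72 (SE 0.14, adjusted p = 1.74e-21). At 3 h of adipogenesis its log2 fold change was -1.45 (SE 0.14, adjusted p = 1.28e-09). It was lowest at 12 h of adipogenesis, at 5.58 ± 0.506 CPM, with -2.90 (SE 0.14, adjusted p = 4.96e-16), and reached 16.5 ± 2.22 CPM at 72 h, with -1.50 (SE 0.14, adjusted p = 7.9e-10). In osteogenesis its log2 fold change was 1.05 (SE 0.14, adjusted p = 4.51e-07) at 3 h, -1.37 (SE 0.14, adjusted p = 2.65e-09) at 12 h and -0.58 (SE 0.14, adjusted p = 0.00212) at 72 h, and the rise at 3 h was 0.81 after median-ratio scaling and so below the threshold.

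**Figure D4:**
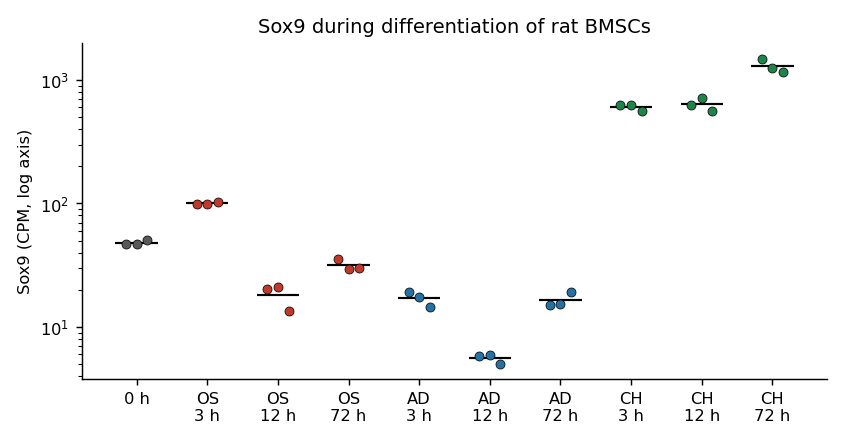
CPM of Sox9 on a log axis in each sample (points) at 0 h and at 3, 12 and 72 h of each lineage, with the mean of 3 samples (black line). The chondrogenic samples lie between 561 and 1489 CPM and the adipogenic samples between 5.00 and 19.0 CPM.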

Cooperation between GLI, JUN/FOSL2, and Sox9 is based on multiple binding sites near those of Sox9 and therefore transactivates many cartilage-specific genes (Liu and Lefebvre, 2015). Four TFs including Ybx3, Zbtb25, Hes6, and Zfp879 were inclusively upregulated at 3 h of osteogenesis. 

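Ybx3 rose at 3 h of osteogenesis from 4.03 ± 0.50 to 10.7 ± 7.14 CPM (mean ± SD, n = 3), a log2 fold change of 1.06 (SE 0.31, adjusted p = 0.0068) that median-ratio scaling took below the threshold, to 0.86. The rise of Ybx3 rested on replicate 3 (18.95 CPM, against 7.05 and 6.16 in the others), and it was below the threshold in the fit without that replicate. Hes6 went from 4.41 ± 0.960 to 1.48 ± 0.647 CPM, a log2 fold change of -1.15 (SE 0.26, adjusted p = 0.000577), and Zfp879 from 6.09 ± 1.89 to 2.19 ± 0.412 CPM, a log2 fold change of -1.12 (SE 0.29, adjusted p = 0.00206). Hes6 was not past the threshold in the fit without replicate 2 of 3 h of osteogenesis, nor Zfp879 in that without replicate 1 of 0 h. Zbtb25 had at most 8 reads per sample at 0 h and at most 1 at 3 h of osteogenesis, which makes it at least 1.92-fold lower, and its log2 fold change of -0.85 (SE 0.24, adjusted p = 0.00494) was past the threshold only with the pseudocount of 0.1 and with edgeR. At 3 h of the other lineages, all 4 were below the threshold with limma.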

Further studies are needed to elucidate their role in the initiation of osteogenesis.

Then we used a variety of bioinformatics analysis methods to analyze these differentially expressed TFs to obtain a comprehensive understanding. As a result, GO terms of the differentially expressed TFs at 3 h of osteogenesis, adipogenesis, and chondrogenesis for biological process categories included “negative regulation of transcription from RNA polymerase II promoter,” “transcription, DNA-templated,” and “regulation of transcription, DNA-templated.” Furthermore, the KEGG pathway enrichment analysis revealed that the differentially expressed TFs at 3 h of osteogenesis and adipogenesis were predominantly associated with the “signaling pathways regulating pluripotency of stem cells” (Id2, Id3, and Klf4). Id2 and Id3 were downregulated in three lineages while Klf4 was upregulated in the process of adipogenesis and osteogenesis. This suggests that the initiation of BMSCs differentiation is similarly activated in both lineages, and changes of these signaling pathways and TFs are necessary to exit the immature multi-potent cell stage and acquire a specialized mesenchymal phenotype. 

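Id2 was at 40.4 ± 3.10 CPM at 0 h (mean ± SD, n = 3). At 3 h its log2 fold change was -2.12 (SE 0.24, adjusted p = 1.66e-08) in osteogenesis, -1.03 (SE 0.24, adjusted p = 0.000808) in adipogenesis and -2.78 (SE 0.24, adjusted p = 6.99e-11) in chondrogenesis, and at 12 h -2.62, -1.56 and -3.30. At 72 h it was -1.34 in adipogenesis (adjusted p = 4.14e-05), -0.03 in osteogenesis (adjusted p = 0.957) and -0.15 in chondrogenesis (adjusted p = 0.679). Id3, at 714 ± 48.6 CPM at 0 h, had log2 fold changes at 3 h of -0.94 (SE 0.20, adjusted p = 0.000249), -3.18 (SE 0.20, adjusted p = 5.81e-14) and -3.02 (SE 0.20, adjusted p = 1.8e-13) in the same lineages, and that of osteogenesis was past the threshold after median-ratio scaling, at -1.18. At 12 h they were -1.39, -1.78 and -1.33. At 72 h they were -0.55 in osteogenesis, -1.36 in adipogenesis and 0.05 in chondrogenesis, and the last changed sign after quantile normalization. Klf4 had log2 fold changes in adipogenesis of 1.73 (SE 0.21, adjusted p = 6.43e-08) at 3 h, 0.95 (SE 0.21, adjusted p = 0.000603) at 12 h and 0.91 (SE 0.21, adjusted p = 0.000936) at 72 h, and that of 72 h was past the threshold after median-ratio scaling. In chondrogenesis, Klf4 changed by 0.84 at 3 h, -0.40 at 12 h and 0.76 at 72 h, none past the threshold.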

While in the second phase, the enriched KEGG pathways begin to deviate. For osteogenesis, “signaling pathways regulating pluripotency of stem cells” was still significantly enriched, while for adipogenesis, “PI3K-Akt signaling pathway” and “MAPK signaling pathway” were significantly enriched. For chondrogenesis, “cAMP signaling pathway” was significantly enriched.

The regulatory network provided potential connections between identified DEGs and TFs. There were four, six, and six differentially expressed TFs identified at 3 h during osteogenesis, adipogenesis, and chondrogenesis possessing targets among DEGs identified at all three time points. It could be noticed that Cenpa and Epas1 overlap in osteogenesis and adipogenesis while Sox9 overlaps in adipogenesis and chondrogenesis. Like Epas1, Cenpa was also upregulated in both osteogenesis and adipogenesis at 3 h. 

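Cenpa rose from 6.33 ± 1.02 CPM at 0 h (mean ± SD, n = 3) to 45.2 ± 12.0 CPM at 3 h of osteogenesis and 30.4 ± 5.31 CPM at 3 h of adipogenesis, log2 fold changes of 2.64 (SE 0.23, adjusted p = 6.7e-11) and 2.09 (SE 0.23, adjusted p = 7.66e-09). At 3 h of chondrogenesis it rose to 38.9 ± 5.04 CPM, a log2 fold change of 2.44 (SE 0.23, adjusted p = 3.11e-10). Between osteogenesis and adipogenesis, the difference of 0.54 (SE 0.23, adjusted p = 0.104) at 3 h was below the threshold. Genes of DNA replication moved with Cenpa in 8 of the 9 comparisons with 0 h.

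**Figure D5:**
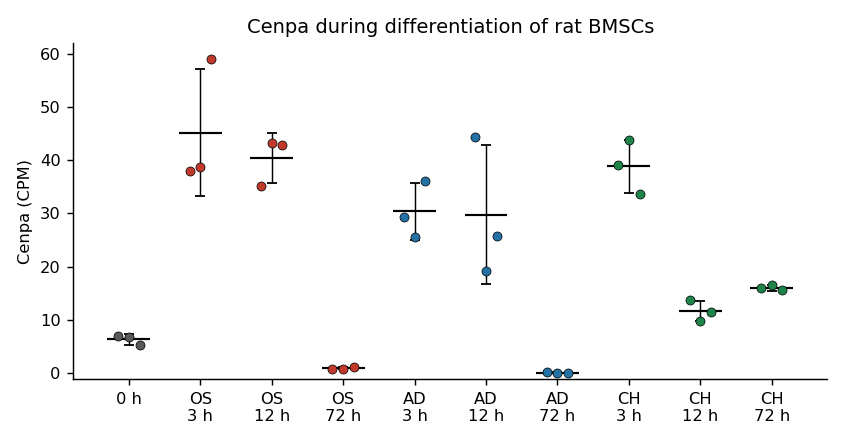
CPM of Cenpa in each sample (points) at 0 h and at 3, 12 and 72 h of each lineage, with the mean of 3 samples (black line) and its SD (error bar, which stops at 0). Samples of 3 h lie between 25.6 and 59.1 CPM in all lineages, and those of 72 h lie between 0.746 and 1.06 CPM in osteogenesis and at 0 or 0.178 CPM in adipogenesis.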

Cenpa is a functionally conserved molecule about 17kDa that forms a centromere-specific nucleosome with H2A, H2B, and H4, whose overexpression is crucial for multiple kinds of cancers (Saha et al., 2020; Zhang et al., 2020). The role of Cenpa in lineage-commitment of BMSCs has not to be raised by former studies.

It could be noticed that there are some variations at the transcriptional level between the differentiation of human and rat BMSCs. At present, mechanism investigation regarding the lineage-commitment of rat BMSCs is still lacking. We performed high-throughput transcriptome sequencing and conducted a rigorous informatics analysis based on multiple databases, proposing multiple key transcription factors that may participate in the lineage-commitment of rat BMSCs. These findings provide research directions and potential molecular candidates for further studies investigating the underlying mechanisms of three-directional differentiation of rat BMSCs. However, this study has some shortcomings. First, this is an *in vitro* experiment based on isolated rat BMSCs. The differentiation processes may possess different characteristics *in vivo*. Findings obtained from *in vitro* experiments cannot simply be transposed to predict the reaction of an entire organism *in vivo*. Second, only three time points were selected in this study. These time points were separately locating in three phases and were used as delegates. Third, further in-depth studies are needed to establish whether MSCs from adipose tissue or other anatomical locations undergo a similar cascade of transcriptional events. Adipose-derived MSCs may respond very differently with respect to their clonogenic potential and doubling time in comparison with BMSCs (Russo et al., 2014). Fourth, the detailed functional mechanism of identified TFs was not clearly elucidated, and we could not attribute the lineage-commitment to a particular TF (or set of TFs). Last but not least, because there was a large and diverse amount of data, we could not validate these TFs by western blotting. Proteomics study may be needed in the future.

## Conclusion

These transcription factors, functional terms and predicted targeted genes identified in the current study can help shed light on the molecular mechanism underlying the lineage-commitment of rat bone mesenchymal stem cells. Changes in TF activity during the early stage may play pivotal roles in the regulation of subsequent later phases of mesenchymal differentiation. Hopx and other early responder TFs may control the osteogenic cell fate of BMSCs, while Gbx2 and other early responder TFs should be considered in mechanistic models that clarify cartilage-anabolic changes. The latter finding exhibits possibilities for efficiently inducing osteoblast and chondrocytes differentiation, as part of a bone anabolic strategy for osteoporosis and osteoarthritis. In-depth experiments are required to further clarify the effect of these transcription factors.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185140.

## Ethics Statement

The animal study was reviewed and approved by the Animal Ethics Committee of Shandong Provincial Hospital affiliated to Shandong First Medical University.

## Author Contributions

FL and QZ conceived and designed the study. FL, QZ, JD, and DZ analyzed RNA sequencing data. FL, QZ, and PZ performed the basic experiment. FL and QZ wrote the manuscript, which was commented on by all authors.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

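RNA was measured in 30 samples of rat BMSCs, 3 for undifferentiated cells at 0 h and 3 for each of 3, 12 and 72 h of osteogenesis, adipogenesis and chondrogenesis. According to the paper, the cells of each sample were pooled from cultures before RNA isolation, and mRNA libraries were sequenced on an Illumina NovaSeq instrument. The authors deposited 1 value per gene and sample under the name FPKM, but the values are CPM as deposited, each a read count divided by a total for the sample, and the steps of alignment and counting before that were not analysed here. In every sample 100.0% of the values were whole multiples of the smallest value above 0, which gave the reads and the total behind them. The totals were 3899609 to 9046719 reads (median 6579543), and the listed genes held 2456172 to 5491780 of them. A signal of 3 reads, 0.332 to 0.769 CPM, was taken as the floor. Where all samples of a group were at or under it, a fold change is given as a lower bound or, for some genes, only as the fitted log2 fold change.

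Each sample had 10803 values under 9999 gene names. Of the names, 729 occurred more than once, and their values were summed. Against current RefSeq symbols of assembly GRCr8, 8356 names matched a symbol and 454 a synonym only, and 15 were dates made by a spreadsheet program, which were kept under those names. Genes with at least 1 CPM in at least 3 samples were tested, which left 4363.

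The comparisons were each group against 0 h, each time point against the one before it, and lineages at the same time point. They were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend) on log2(CPM + 1), in 1 model with 10 groups and no covariates. The test had been planned for FPKM, and the same test was used for CPM. The plan named edgeR's quasi-likelihood test in its place if the values were counts, which as deposited they were not. Its use on the recovered reads was decided after seeing the data. A gene was counted as differentially expressed at a log2 fold change of at least 1 in size and a Benjamini-Hochberg adjusted p under 0.05, the paper's thresholds, with the adjustment over all tested genes of a comparison. SEs are those of the limma model. TFs were the 142 names of Table 1, of which 131 passed the filter. The genes named were every TF named in the paper's results and discussion, the TFs of its introduction, the TFs Table 1 lists for a single time point of osteogenesis and no other lineage, the members of the marker sets, and, for each comparison with 0 h, the 3 largest rises and the 3 largest falls in which all 3 samples lay on 1 side of the 0 h samples. Some genes that meet this rule are not reported here. Marker sets were tested with the fry test of limma on all their listed members, without the filter, and their mean changes were taken over the same members. PCA used all tested genes, centred, and nearest neighbours were set against 100000 permutations of the group labels. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

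The alternatives were a pseudocount of 0.1, no filter, quantile normalization, median-ratio scaling, a fit on the 6 samples of a comparison, a block for the replicate number, each replicate left out in turn, TFs taken by 119 symbol families, and for PCA the 500 most variable genes or unit variance. Chosen after seeing the data were edgeR 4.0.16 (quasi-likelihood test) on the recovered reads, shared gene names tested apart, samples thinned to 3899609 reads, and samples rescaled to the same sum over the listed genes. The edgeR fit included edgeR's own factors for scaling between samples, so it differed from limma on CPM in both test and scaling. With edgeR, the genes called at 3, 12 and 72 h of osteogenesis numbered 1002, 1195 and 692. Tested on simulated data, limma recovered 161 of 200 changed genes and 74 of the 74 with a mean of at least 10 CPM, and called 0 of 4163 unchanged genes, whereas edgeR recovered 178 and called 1. All changes put in were well past the threshold. The relative spread was the same for every gene, and no shift in scaling between samples was put in. The simulation thus tests neither changes near the threshold nor the scaling between samples. Left out were the gene ontology, pathway and protein interaction results of the paper and its staining and protein assays, which were not analysed here.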

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

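The test of the replication genes was chosen only after the result for Cenpa was seen, and the other tests in this part were set before, although thinning and edgeR are settings chosen after seeing the data.

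Several TFs that the paper names changed differently between lineages or between 3 and 72 h, by a limma test of the difference itself. For each TF the largest difference between a pair of lineages is given on the log2 scale. Hopx was higher in osteogenesis than in adipogenesis (3.36) and chondrogenesis (3.29) at 12 h. Tsc22d3 at 12 h differed by -2.31 between osteogenesis and adipogenesis and by -1.86 between chondrogenesis and adipogenesis, and it rose from 3 to 72 h by 3.18 in osteogenesis, 1.27 in adipogenesis and 1.89 in chondrogenesis. Gbx2 at 3 h differed by -1.46 between osteogenesis and chondrogenesis and by 1.73 between chondrogenesis and adipogenesis, and by -1.16 between 72 and 3 h of chondrogenesis, from few reads. For Sox9 the differences were 2.50 between osteogenesis and adipogenesis at 3 h, -5.30 between osteogenesis and chondrogenesis at 72 h, and 6.60 between chondrogenesis and adipogenesis at 12 h, with changes from 3 to 72 h of -1.63 in osteogenesis and 1.10 in chondrogenesis.

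Id2 differed by 1.31 between osteogenesis and adipogenesis at 72 h and by -1.75 between chondrogenesis and adipogenesis at 3 h, and rose from 3 to 72 h by 2.08 in osteogenesis and 2.63 in chondrogenesis. Id3 was higher at 3 h in osteogenesis than in adipogenesis (2.25) and chondrogenesis (2.09), was higher at 72 h in chondrogenesis than in adipogenesis (1.40), and rose from 3 to 72 h by 1.83 in adipogenesis and 3.07 in chondrogenesis. Klf4 at 12 h was higher in osteogenesis than in adipogenesis (1.16) and chondrogenesis (2.51), and chondrogenesis differed from adipogenesis by -1.35. Cenpa at 72 h differed by -3.20 between osteogenesis and chondrogenesis and by 4.01 between chondrogenesis and adipogenesis, and changed from 3 to 72 h by -4.61 in osteogenesis, -4.88 in adipogenesis and -1.22 in chondrogenesis.

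Of 51 such differences, 46 were still past the threshold after median-ratio scaling. Those far larger than the threshold could not have fallen below it with sample factors of 0.730 to 1.174, so for them this is no test of scaling between samples. Lost with that scaling were Gbx2 between chondrogenesis and adipogenesis at 12 h and between 72 and 3 h of chondrogenesis, Id2 at 72 h between adipogenesis and each other lineage, and Cenpa between 72 and 3 h of chondrogenesis. After thinning to equal read totals 49 were still past the threshold, all but Id2 between osteogenesis and adipogenesis at 3 and 12 h. With quantile normalization 45 were, and those lost were Gbx2 at 72 h between chondrogenesis and each other lineage, Id2 between osteogenesis and adipogenesis at 12 h, Id2 and Id3 between chondrogenesis and adipogenesis at 72 h, and Klf4 between osteogenesis and adipogenesis at 12 h. With edgeR 45 were, and those lost were Gbx2 between osteogenesis and chondrogenesis at 3 h, between chondrogenesis and adipogenesis at 12 h and between 72 and 3 h of chondrogenesis, Id2 between chondrogenesis and adipogenesis at 72 h, Klf4 between osteogenesis and adipogenesis at 12 h, and Cenpa between 72 and 3 h of chondrogenesis. A response to the induction media may underlie the differences that remained, as a hypothesis.

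In 8 of the comparisons with 0 h, the gene with the largest rise is given here, and it is in no case one the paper discusses. These were Gldn at 3 h (6.87) and 12 h (5.76) of osteogenesis, Plau at 3 h of adipogenesis (5.90), Igfbp5 at 12 h (5.46) and 72 h (9.43) of adipogenesis, and Angptl7 at 3 h (8.40), 12 h (7.95) and 72 h (12.42) of chondrogenesis. All 8 rises were past the threshold after median-ratio scaling and all 8 after thinning, but rises of this size could not have fallen below it with sample factors of 0.730 to 1.174 or with fewer reads, so these are no tests of scaling between samples or of a difference in read totals. Igfbp5 at 72 h of adipogenesis was at 380 CPM in replicate 3 and far higher in the other replicates. No uninduced cells at the later time points were used here, but time in culture is shared by the lineages, and at 3 h the mean CPM of Angptl7 was 498 in chondrogenesis, 12.9 in osteogenesis and 0.605 in adipogenesis, that of Gldn 294 in osteogenesis, 234 in chondrogenesis and 7.12 in adipogenesis, and that of Plau 187 in adipogenesis, 44.6 in osteogenesis and 8.10 in chondrogenesis. At 0 h the means were 0.489, 1.55 and 2.25, so except for Angptl7 in adipogenesis these genes rose at 3 h in all lineages, by different amounts. Igfbp5 at 72 h was high in chondrogenesis as well and far lower in osteogenesis.

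Cenpa was higher at 3 h and lower at 72 h than at 0 h in both osteogenesis and adipogenesis. After median-ratio scaling 4 of these 4 changes were past the threshold with the same sign, but changes of this size could not have fallen below it with factors of that range, so this is no test of scaling between samples. A change in the share of dividing cells is a candidate explanation, since in 8 of 9 comparisons with 0 h the mean of the replication genes had the sign of the change of Cenpa. The exception was 72 h of chondrogenesis, where Cenpa was higher and the mean of those genes was -0.10. The test cannot tell whether Cenpa changed beyond the share of dividing cells.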

How the results depend on the processing

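The choices of test, filter, pseudocount and named genes, and all alternatives except those said to be chosen after seeing the data, were made before the data were examined. All 18 numbers of DEGs stayed within 1.5 times their value in 216 of 216 fits, and so did the 9 numbers of network targets in 99 of 99. Of 616 fits for 56 log2 fold changes, those of 9 TFs (Hopx, Tsc22d3, Epas1, Gbx2, Sox9, Id2, Id3, Klf4 and Cenpa) in comparisons the paper names, 598 kept their direction and their side of the threshold, and 47 of the 56 did so in every fit. Of the 18 that changed, 6 changed with quantile normalization (3 weaker, 2 stronger, 1 reversed), 2 with median-ratio scaling (both stronger), 1 in the fit on 6 samples (weaker) and 9 with a replicate left out (2 weaker, 4 stronger, 3 reversed). The 56 hold Hopx in osteogenesis alone and Gbx2 in chondrogenesis alone. The lack of change that the paper gives for them in the other lineages was not covered. There, edgeR called Hopx at 3 h of adipogenesis and Gbx2 at 3 h of osteogenesis. Across all 225 changes against 0 h of the 25 TFs named in the paper's results and discussion, 7 were no longer past the threshold and 12 newly so with median-ratio scaling, 9 and 9 with quantile normalization, and 3 and 22 with edgeR.

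The PC1 share of variance, 34.1%, was 25.9% with a pseudocount of 0.1, 31.98% without the filter, 32.5% with quantile normalization, 42.3% with the 500 genes of largest variance and 25.3% with unit variance, and from 34.5 to 35.1% across the leave-one-out fits. The number of TFs at 12 h of chondrogenesis, 26, was 40 with the pseudocount of 0.1 and 43 with edgeR, and at 12 h of osteogenesis, 44, it was 67 with edgeR, an alternative chosen after seeing the data. Numbers of TFs stayed within 1.5 times their value in 233 of 234 fits without the added settings, and the 24 numbers of TFs shared between or found in single lineages or time points did so in 831 of 840. For chondrogenesis, the log2 fold change of Id3, CH 72 h vs 0 h, of 0.05 was -0.037 with quantile normalization, and, with settings chosen after seeing the data, -0.026 in edgeR and -0.189 after rescaling to the sum of the listed genes, and ran from -0.002 to 0.13 across the fits that each left out a replicate. For osteogenesis, the log2 fold change of Id2, OS 72 h vs 0 h, of -0.03 ran from -0.14 to 0.054 across those fits. In each case the cause was not tested.

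Adding a block for the replicate number changed any of 36 counts by at most 4. Deviations of samples with the same replicate number had a mean correlation of -0.008 (135 pairs), against 0.004 for other numbers, so the numbers showed no pairing. The read totals limit low genes, since Gbx2, Hoxc6, Zbtb25, Runx3 and Pparg rest on few reads in at least 1 group compared.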

Differences from the paper's values

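In this part, a setting is said to close a gap where its value came within 1.5 times the paper's, which can leave part of the gap open. At 12 h of osteogenesis, 18 TFs were lower against the paper's 34. Of the alternatives set before the data were examined, a pseudocount of 0.1 (27) and median-ratio scaling (28) closed the gap and the others did not. Among those chosen after seeing the values, edgeR (41) and rescaling to the sum of the listed genes (29) closed it. TFs changed only at 12 h of osteogenesis numbered 8 against the paper's 20, and no alternative set before the data were examined closed the gap, whereas edgeR, chosen after seeing the values, gave 18. TFs changed only at 12 h of adipogenesis numbered 7 against the paper's 3, and no alternative closed the gap. TFs changed only at 12 h of chondrogenesis numbered 4 against the paper's 11. A pseudocount of 0.1 (8), median-ratio scaling (10) and the fit without CH_12h replicate 1 (8), all set before the data were examined, closed the gap and the others did not, and of those chosen after seeing the values edgeR gave 11 and rescaling to the sum of the listed genes 10.

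TFs changed in adipogenesis alone at 3 h numbered 13 against the paper's 24. Of the alternatives set before the data were examined, no filter (16), quantile normalization (19) and median-ratio scaling (19) closed the gap and the others did not, and so did rescaling to the sum of the listed genes (18), chosen after seeing the values. TFs changed in chondrogenesis alone at 12 h numbered 9 against the paper's 18. A pseudocount of 0.1 (13) and median-ratio scaling (15), set before the data were examined, closed the gap, as did rescaling to the sum of the listed genes (14), chosen after seeing the values, and the others did not.

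The paper states that lower TFs outnumbered higher ones at 3 and 12 h. By limma on CPM, higher TFs were more numerous at 3 and 12 h of osteogenesis (25 and 20, 26 and 18) and chondrogenesis (32 and 11, 16 and 10), and equal at 12 h of adipogenesis (14 and 14). Lower TFs were more numerous at both times in all lineages with edgeR, chosen after seeing the values, and with median-ratio scaling, set before the data were examined, except at 3 h of chondrogenesis (21 and 18). At 72 h of osteogenesis, Tsc22d1, Dlx3, Tmf1, Meox2 and Zfp503 changed in the direction opposite to Figure 3 as read. That figure showed 16 higher and 17 lower TFs, whereas the paper's text gives 22 and 12. The figure and the text thus differ, and these TFs are no clear difference from the paper. Pax8 differed between chondrogenesis and adipogenesis at 3 h in the direction opposite to Figure 4.

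Table 1 lists 91 entries that limma on CPM did not call, and 82 of them were called under another setting. For TFs named here, the settings that called them are as follows, where edgeR, thinning and rescaling to the sum of the listed genes were chosen after seeing the values. Id3 at 3 h of osteogenesis (-0.94) was called with quantile normalization, median-ratio scaling, edgeR, rescaling and 1 fit without a replicate. Bhlhe40 at 3 h of adipogenesis (-0.85) was called with quantile normalization, median-ratio scaling, edgeR and rescaling. Hoxc6 at 3 h of osteogenesis (-0.99) was called with these, a pseudocount of 0.1, thinning and 3 fits without a replicate. Nfia was called at 3 h of chondrogenesis (-0.98) with a pseudocount of 0.1, quantile normalization, median-ratio scaling, edgeR, rescaling and 2 fits without a replicate, and at 12 h (-0.85) with a pseudocount of 0.1, median-ratio scaling, edgeR and rescaling. Hoxc6 at 12 h of chondrogenesis (-0.93) was called with a pseudocount of 0.1, median-ratio scaling, edgeR, rescaling and 1 fit without a replicate, and Zfp467 at 12 h of osteogenesis (-0.94) with the same settings and 3 fits without a replicate. Snai2 at 12 h of chondrogenesis (-0.82) was called with median-ratio scaling, edgeR and rescaling, and Irf5 at 3 h of chondrogenesis (-0.70) with edgeR. Klf10 at 3 h of adipogenesis (-0.89) was called with a pseudocount of 0.1, quantile normalization, median-ratio scaling, edgeR, thinning, rescaling and 2 fits without a replicate. Hbp1 at 12 h of chondrogenesis (-0.81) and Creb3l1 at 72 h of adipogenesis (0.99) were called with quantile normalization, median-ratio scaling, edgeR and rescaling, and Creb3l1 also in 2 fits without a replicate. Zbtb25 at 3 h of osteogenesis (-0.85) was called with a pseudocount of 0.1 and edgeR, and Tead3 at 72 h of osteogenesis (-0.88) with median-ratio scaling and edgeR. Klf4 at 72 h of adipogenesis (0.91) was called with quantile normalization, median-ratio scaling, edgeR, rescaling and 1 fit without a replicate.

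The paper gives Ybx3, Zbtb25, Hes6 and Zfp879 as higher at 3 h of osteogenesis. The log2 fold changes of Zbtb25 (-0.85), Hes6 (-1.15) and Zfp879 (-1.12) were below 0, and so were they with median-ratio scaling and with edgeR, which was chosen after seeing the values.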

Other observations

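Chosen only after the result was seen were the tests of scaling on the direction of genes and of TFs, that of a mixed sample for replicate 3 of adipogenesis at 72 h, and that of unequal intervals.

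For the 18 comparisons, numbers of DEGs and of TFs were recounted after regrouping the 6 samples. Of the 10 splits of 6 samples, 4 part all samples that share a replicate number, the real split among them, and the other 6 part 1 such pair. In each of the 36 counts, 1 of the 4 splits, the real one, gave as many genes or TFs, and with 4 splits the share cannot be under 0.05, so chance cannot be excluded by this count. The most DEGs in another of the 4 splits were 41 between 72 and 12 h and 31 between 72 and 0 h of adipogenesis, and in the other splits 87 and 24.

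More DEGs were higher than lower at 3 and 12 h of every lineage. After median-ratio scaling the share of higher genes fell by over 10 points in 6 of 6 comparisons, although at 3 h of adipogenesis (50.3%) and chondrogenesis (53.3%) it stayed above 50%. More TFs were higher than lower at 3 and 12 h of osteogenesis, and in 2 of 2 comparisons this turned around with that scaling. That scaling centres the fold changes, which fixes the direction of both changes in advance, so the tests cannot tell whether scaling between samples accounts for the direction.

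Changes against 0 h ran the same way across lineages, with correlations across genes of 0.280 to 0.778. Noise of the shared 0 h samples was tested by giving each lineage its own 0 h samples, and the lowest of 9 correlations was then 0.248, still above 0. Genes are not independent replicates, and no p is given. In all 3 lineages, 255 genes were higher and 108 lower at 3 h (of 1329 past the threshold in at least 1 lineage), 80 and 72 at 12 h (of 1427) and 51 and 74 at 72 h (of 1319). In all 9 comparisons, 7 genes were higher and 16 lower (of 2320). A shared effect of time in culture or of changing the medium was not tested.

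Replicate 1 of adipogenesis at 12 h lay toward osteogenesis at 12 h. A mixed sample was tested, for which genes higher and genes lower in osteogenesis should give the same mixing share. They gave 0.167 (76 genes) and 0.514 (44 genes), a difference of 0.347, whereas on simulated data a share of 0.3 was recovered from both. The correlation with that direction was 0.611 after median-ratio scaling, but a factor per sample shifts all genes nearly alike and leaves a correlation in place, so scaling between samples was not excluded by it. No biological explanation was tested.

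Replicate 3 of osteogenesis at 3 h had 366 genes over 1 log2 unit from the mean of the other replicates, against 299 for replicate 1 of adipogenesis at 12 h and 425 for replicate 3 of adipogenesis at 72 h. For a mixed sample, the highest correlation of its deviation with the direction to another group was 0.22, and no other explanation was tested.

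Replicate 3 of adipogenesis at 72 h had 74 genes over 2 log2 units from the mean of the other replicates, 71 of them lower, such as Cxcl14 (-5.72), Lum (-5.67), Sfrp2 (-5.49), Igfbp5 (-5.29) and Cxcl6 (-5.05), and 3 higher, such as Mpzl2 (3.05). After median-ratio scaling 90.5% of these genes stayed that far away. With sample factors of 0.802, 0.841 and 0.730 for replicates 1, 2 and 3, genes this far away could hardly have moved back. The share is therefore no test of scaling between samples. For a mixed sample, the highest correlation of its deviation with the direction to another group was 0.221. No biological explanation was tested.

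The number of TFs changed per hour fell from each interval to the next. The intervals are of unequal length, and in 1 of 3 lineages, osteogenesis, the number of TFs did not fall from the interval of 9 h to that of 60 h. There, the fall per hour from 12 h on cannot be told apart from the unequal lengths of the intervals. In adipogenesis (39, 37 and 26) and chondrogenesis (43, 27 and 24) the number fell before division as well with limma on CPM. In chondrogenesis the last step was a rise with median-ratio scaling (23 to 30), quantile normalization (24 to 25) and edgeR (27 to 30), so the fall there depends on the setting.

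Differentiation toward a lineage was tested with marker sets, and the set rose at 72 h of its own lineage in 3 of 3 lineages. The mean log2 fold change was 0.22 for osteoblast genes in osteogenesis (fry test of limma, adjusted p = 0.000452, with the replicate block 0.00056), 0.37 for adipocyte genes in adipogenesis (adjusted p = 0.0028 in limma, with the block 0.00166) and 1.31 for chondrocyte genes in chondrogenesis (adjusted p = 1.61e-14 in limma, with the block 7.49e-15). The means and p-values rest on the 8 listed members of each set, of which only 2, 4 and 2 passed the filter. Past the threshold were 0 osteoblast, 2 adipocyte and 2 chondrocyte genes at 72 h of their own lineage. The sets were not confined to their lineage, since osteoblast genes rose by 1.02 in chondrogenesis (adjusted p = 6.34e-11 in limma, with the block 2.5e-10) and adipocyte genes by 0.26 in osteogenesis (adjusted p = 0.0178 in limma, with the block 0.0171). Sets for the G2/M phase, glucocorticoid response, macrophages and Y-linked genes had 55, 25, 25 and 33% of their members listed and were not tested.

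Epas1 was higher than at 0 h in all 9 comparisons. A response to low oxygen was tested with a set of hypoxia genes, which rose in 1 of 9 comparisons, 12 h of osteogenesis (0.43 on the log2 scale), and fell in the others, to -1.17 at 72 h of chondrogenesis. No other explanation was tested.

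Sox9, which the paper's introduction names too, was tested and is reported above. Of the other TFs looked up from the introduction, Pparg and Cebpa were tested. Pparg was past the threshold at 72 h of osteogenesis and Cebpa in no comparison with 0 h. Sp7 was listed but below the filter, and Runx2, Cebpb and Cebpd were not analysed here.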
